# Altered m6A RNA methylation contributes to hippocampal memory deficits in Huntington’s disease mice

**DOI:** 10.1007/s00018-022-04444-6

**Published:** 2022-07-11

**Authors:** Anika Pupak, Ankita Singh, Anna Sancho-Balsells, Rafael Alcalá-Vida, Marc Espina, Albert Giralt, Eulàlia Martí, Ulf Andersson Vang Ørom, Silvia Ginés, Verónica Brito

**Keywords:** Huntington’s disease, m6A, Memory, Gene expression, Synaptic genes, Hippocampus, Post-transcriptional regulation, RNA chemical modifications

## Abstract

N6-methyladenosine (m6A) regulates many aspects of RNA metabolism and is involved in learning and memory processes. Yet, the impact of a dysregulation of post-transcriptional m6A editing on synaptic impairments in neurodegenerative disorders remains unknown. Here we investigated the m6A methylation pattern in the hippocampus of Huntington’s disease (HD) mice and the potential role of the m6A RNA modification in HD cognitive symptomatology. m6A modifications were evaluated in HD mice subjected to a hippocampal cognitive training task through m6A immunoprecipitation sequencing (MeRIP-seq) and the relative levels of m6A-modifying proteins (FTO and METTL14) by subcellular fractionation and Western blot analysis. Stereotaxic CA1 hippocampal delivery of AAV-shFTO was performed to investigate the effect of RNA m6A dysregulation in HD memory deficits. Our results reveal a m6A hypermethylation in relevant HD and synaptic related genes in the hippocampal transcriptome of *Hdh*^+*/Q111*^ mice. Conversely, m6A is aberrantly regulated in an experience-dependent manner in the HD hippocampus leading to demethylation of important components of synapse organization. Notably, the levels of RNA demethylase (FTO) and methyltransferase (METTL14) were modulated after training in the hippocampus of WT mice but not in *Hdh*^+*/Q111*^ mice. Finally, inhibition of FTO expression in the hippocampal CA1 region restored memory disturbances in symptomatic *Hdh*^+*/Q111*^ mice. Altogether, our results suggest that a differential RNA methylation landscape contributes to HD cognitive symptoms and uncover a role of m6A as a novel hallmark of HD.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00018-022-04444-6.

## Introduction

Huntington's disease (HD) is an autosomal dominant neurodegenerative disorder that typically develops in young-middle adulthood. This disease is characterized by choreiform movements that appear in the later, more advanced disease stages, and by cognitive deficits and psychiatric symptoms that often appear at early stages even before the onset of motor symptoms [1, 2]. Though these impairments are commonly attributed to corticostriatal dysfunction, accumulating evidence demonstrates that memory decline in HD is likely a reflection of a widespread brain circuitry defect that involves hippocampal dysfunction [3–5]. Accordingly, HD patients present alterations in associative learning, spatial short-term memory, spatial working memory and recognition memory, which all are known to involve the participation of the hippocampus and temporal lobe structure [3, 6, 7].

Studies in HD mouse models have revealed that these early cognitive deficits better associate with synaptic dysfunction rather than with neuronal cell loss [8–13]. To understand this neuronal dysfunction, these studies have focused on the control of gene expression at the transcriptional level by transcription factors or epigenetic modifications of DNA or histones [14–16]. However, post-transcriptional mechanisms such as the regulation of miRNA expression, mis-splicing and altered polyadenylation [17–21] have also been described to be critical in the regulation of gene expression in HD. Notably, all these processes can be regulated by RNA modifications, in particular N6-methyladenosine (m6A), the most abundant internal modification in mRNA that is especially enriched in the mammalian brain [22, 23].

The m6A mark can be dynamically incorporated in the RNA by a methyltransferase complex consisting of METTL3, METTL14 and WTAP [24, 25] and removed by the demethylases FTO and ALKBH5 [26–28]. Transcriptome-wide mapping of m6A revealed that this modification is mainly deposited at the DRACH (where D = A, G or U; H = A, C or U) consensus motif displaying a conserved pattern across mRNAs and lncRNAs [23, 29]. A range of m6A binding proteins have been reported to mediate multifaceted functions of mRNA metabolism including splicing, nuclear export, stability, translation, microRNA processing, and subcellular targeting of m6A-modified mRNAs [30–34]. In the mammalian brain, m6A is also important in the fine-tuning of the transcriptome during learning and memory consolidation, particularly in the hippocampus, striatum and prefrontal cortex [35–39]. Indeed, m6A has been found to be present in the synaptic transcriptome, selectively modifying a number of transcripts in all cellular domains of tripartite synapses [40]. The possibility that dysregulation of m6A modifications could contribute to the disruption of the mRNA metabolism in neuronal dysfunction has already been suggested; however, only few studies have addressed its importance in neurodegenerative disorders [41–46].

In the present study, we aimed to investigate the potential role of m6A RNA modifications in HD cognitive deficits. Our data indicate that m6A methylation changes occur in the RNA along HD progression and that dysregulated m6A RNA modifications are involved in HD cognitive disturbances. Taken together, our findings identify m6A perturbations as a novel mechanism involved in memory impairments in HD, proposing this RNA modification as a potential therapeutic target for HD treatment.

## Methods

### Animals

*Hdh*^*Q7/Q7*^* wild-type* mice and heterozygous *Hdh*^+*/Q111*^* knock-in* mice [47, 48] were bred and maintained on a C57BL/6 genetic background. *Hdh*^+*/Q111*^ mice present a targeted insertion of 109 CAG repeats in the murine *huntingtin* gene that extends the resulting polyglutamine segment to 111 residues. At 6 months of age, heterozygous mice present a HD-like phenotype with hippocampal long-term memory deficits, followed by motor coordination impairments at 8 months of age [13, 47]. To obtain age matched WT and *Hdh*^+*/Q111*^ littermates, male WT mice were crossed with female heterozygous *Hdh*^+*/Q111*^ mice. Only males from each genotype were used for the experimental procedures.

### Behavioral training

We trained 4–5- and 8-month-old WT and *Hdh*^+*/Q111*^ mice (pre-symptomatic and symptomatic disease stages, respectively) in the object location task (OLT) to induce hippocampal neuronal activity. Mice were first habituated to an open field in the absence of objects and spatial cues for two consecutive days (10 min/day). This open field consisted of a white open-top squared arena: 40 × 40 × 40 cm. The third day, mice were placed in the open field with two identical objects and four different black spatial cues on each wall. Mice were allowed to explore for 10 min and then returned to their home cage. 30 min after the training task, mice were sacrificed by cervical dislocation.

### Stereotaxic surgery and viral transduction in vivo

To knock down FTO expression, mice were stereotaxically injected with AVVs encoding eGFP scramble control shRNA or shFTO generated by Vector Biolabs. After anaesthesia with a mixture of oxygen and isoflurane, bilateral injection of AVVs (0.5 µl: 3.8 × 10^9^ GC/hemisphere) in the CA1 of the dorsal hippocampus was performed according to the following coordinates from the bregma (millimetres); antero-posterior − 2.0; Lateral ± 1.5, and dorsoventral: − 1.3 (CA1). Injection was carried out as previously described [13]. Animals were carefully monitored for 2 h and then returned to their home cage for 1 month. After this period, animals from the different experimental groups were subjected to behavioral assessment.

### Behavioral assessment

Animals were tracked and recorded with SMART Junior software (Panlab, Spain). Percentage of preference was calculated as (time exploring relocated object or new object)/(total time exploring both objects) × 100.

#### Object location task

OLT was performed as previously described [13]. During the acquisition phase on the third day, mice were presented with two identical objects (A and A’) placed in two adjacent corners of the experimental apparatus for 10 min, after which they were returned to their home cage. Twenty-four hours after the training phase, one of the objects was moved to the opposite corner, and mice were tested for 10 min.

#### Novel object recognition test

NORT was performed 3 days after the OLT as previously described [13]. Mice were presented with two identical objects on the third day (B and B´). After a delay of 24 h, animals were tested in the arena with a familiar object and a new object (B and C) placed in the same location, which they were allowed to explore for 10 min.

### RNA isolation

RNA from the hippocampus was extracted using the RNeasy® Lipid Tissue Mini Kit from Qiagen® (cat no. 74804), following the instructions of the manufacturer. Concentration of purified RNA eluted in nuclease-free H_2_O was measured using the Nanodrop 1000 spectrophotometer (Thermo Fisher Scientific®).

### Global m6A measurements

Total hippocampal m^6^A levels were assessed using the EpiQuik® m^6^A RNA Methylation Quantification Kit (Epigentek®, cat no. P-9005) and LC–MS/MS. EpiQuik was performed according to the manufacturer’s recommendations. RNA mass spectrometry was performed as previously described [49]. Mass spectrometric detection was performed using an Agilent 6495 Triple Quadrupole system.

### MeRIP-seq

m6A immunoprecipitation sequencing was performed following the refined protocol of Zeng et al*.* [50], with minor modifications. Briefly, 3 µg of total hippocampal RNA from 3 animals/condition were chemically fragmented to 150–200 nt. Ten percent of the fragmented RNA sample was set aside to serve as the input and the remainder was then used to proceed with the IP. For this purpose, magnetic Protein A Dynabeads® (Invitrogen® by Thermo Fisher Scientific®, cat no. 10002D) were tumbled for 6 h with 5 µg of rabbit polyclonal anti-m^6^A antibody (Millipore®, cat no. ABE572) in IP buffer at 4ºC. After incubation, the antibody–beads mixture was washed and incubated overnight with 500 µL of the IP reaction mixture containing 9 µL of the fragmented RNA, 100 µL of 5× IP buffer and 10µL of SUPERase-IN® RNase Inhibitor (Invitrogen® by Thermo Fisher Scientific, cat no. AM2696) with constant rotation at 4 ºC. The immunoprecipitated RNA was subjected to two rounds of competitive elution with an m6A containing buffer and the eluted RNA was then concentrated using the RNeasy® MinElute® Cleanup kit (Qiagen®, cat no. 74204). Library construction was performed following the instructions provided by the SMARTer® Stranded Total RNA-Seq kit v2- Pico Input Mammalian (Takara Bio®, cat no. 634412). Dual combinatorial indexes were assigned to each sample to allow for multiplexing. After normalization of the concentration, libraries were pooled volumetrically and sequenced on the NovaSeq platform [Illumina®, BGI (Hong Kong)] performing paired end sequencing (2 × 150 bp).

### MeRIP-seq data analysis

#### Quality control and adapter trimming

Coverage of the sequenced libraries was ~ 100 million reads (Q20% > 97 and Q30% > 93). Of those, the percentage of uniquely mapped reads was in the range of 65–85%, with 5% of multi-mapped reads. Adapter trimming was performed using Bbduk tool (BBtools—http://jgi.doe.gov/data-and-tools/bb-tools/), and the *adapter.fa* file obtained from BBTools (containing Illumina adapters). Additional trimming parameters were ktrim = r (indicating trimming from the right side), with Kmer size of 23, mink = 11 and hdist = 1. The command *tbo* was given to trim the adapter if it was based on pair overlap, and further *tpe* command allowed to trim both reads of the paired end sequencing to the same length.

#### Alignment of reads

Alignment of all the paired end reads with the mouse genome assembly mm9 was performed using STAR [51]. Samtools [52] view command was used to convert bam files to sam files. Further, to pick only uniquely mapped reads, Samtools view -q 255 filter was applied. Removal of repetitive regions was performed by filtering out the reads using bedtools intersect command [53].

#### Calculation of coverage

To count the reads mapping with all the overlapping features, quantification of the genes was performed using bedtools multicov. To obtain aligned reads, bam files belonging to all the replicates of an experimental condition were merged with the help of samtools merge command and reproducible regions were obtained from merged replicates.

#### Detection of m6A sites

Narrow peaks of each MeRIP/input sample pair were called using MACS2 [54] callpeak. We considered peaks that are present in at least two of the three replicates as reproducible, hence two out of three replicates were combined, using bedtools and irreproducible discovery rate (IDR). Further, IDR [55] was used to check the reproducibility between the replicates taking p-value as a ranking measure. Combined peaks were filtered to find significant peak calls using IDR score filter (< = 0.05). Coordinates of all of the reproducible peaks in combination of two were concatenated and later collapsed using mergeBed [53]. Annotation of the reproducible merged peaks with the *gencode.vM1.annotation.gtf* file was performed using intersectBed [53].

#### Differential peak analysis, annotation and enrichment analysis

Differential peak analysis was performed between conditions with the reproducible peaks, using a DiffBind tool (annotationdbi) [56]. Statistically differential peak-sets were obtained using DESeq2 and filtered using *p* value < 0.05. Adjusted p-value was obtained by Benjamin and Hochberg multiple testing adjustment. Further, annotation of the differential peaks to the corresponding genes was performed with bedtools intersect using *mm9.knownGene.bed*. Annotation of gene biotypes (3′/5′ UTR, CDS exons and introns) of differentially bound peaks was performed using ChIPseeker [57].

#### Gene ontology

For gene ontology (GO), significant differential peaks were analyzed with Ingenuity Pathway Analysis (IPA) software (QIAGEN—http://www.ingenuity.com) and Synaptic Gene Ontologies (SynGo) [58].

#### Motif identification

Motif analysis was run de novo using HOMER (version 4.11) [59], considering ± 100 nucleotide intervals around the peak summit of ~ 3500 best scoring reproducible peaks in the 3’UTR. Background sequences were generated from respective input sequences using the scrambleFasta.pl script. Next, de novo motif search was run using findMotifs.pl script with -rna -p 10 -len 6 as parameters.

#### Differential gene expression

For analysis of RNA expression, readcounts from input samples were used applying a CPM cutoff of 1 or above in all three biological replicates [60] to discriminate expressed genes for the entire dataset. Genes were normalized using TMM algorithm [60] and calcNormFactor of edgeR [61]. The relationship function voom [62] from the limma package was used to establish the mean variance relationship and generate weights for each observation. The lmFit function of limma was used to transform the RNA-Seq data before linear modeling and find differentially expressed (DE) genes.

### Subcellular fractionation and western blot analysis

Nuclear enrichment was performed as described previously [13]. Enrichment of the nuclear fraction was assessed by the presence of the specific nuclear marker Histone H3.

Synaptosomal fractionation was performed as described elsewhere in Bruyere et al. [63]. Enrichment of each fraction was assessed by the presence or absence of specific synaptosomal markers: synaptophysin (non-PSD fraction) and postsynaptic density protein 95 (PSD95) (PSD fraction).

A standard Western blot protocol was employed to quantify protein levels from the subcellular fractionations with the following antibodies: FTO (1:1000, NovusBio, cat nº NB110-60,935), METTL14 (1:2000, Sigma-Aldrich, cat nº HPA038002), PSD-95 (1:1000, Cell Signalling Technology, cat no. 3450), synaptophysin (1:1000, Synaptic Systems, cat no. 101011), Histone H3 (1:1000, Cell Signaling Technology). Immunoreactive bands were developed by the enhanced chemiluminiscence method, detected using ChemiDoc imaging system (Bio-Rad®) or films. ImageLab® Software Version 6.0 (2017) or Image J were used for quantification.

### Tissue fixation, immunofluorescence and confocal imaging

Animals were deeply anaesthetized and immediately perfused intracardially with 4% (weight/vol) paraformaldehyde in 0.1 M phosphate buffer. Immunofluorescence was performed as previously described [13]. Following permeabilization and blocking, free floating brain sections were incubated overnight at 4 ºC with the primary antibodies against FTO (1:200, NovusBio, cat no. NB110-60935) and m6A (1:200, Synaptic Systems, cat no. 202 111). Samples were incubated with appropriate secondary antibodies (1:200, Cy3-coupled fluorescent secondary antibody, Jackson ImmunoResearch Laboratories, cat no. 715-165-150; 1:200, Alexa Fluor 647 goat anti-mouse, Invitrogen, cat no. A21236) for 2 h at room temperature. Nuclei were stained for 10 min with 4′,6-diamidino-2-phenylindole (DAPI) (1:5000, Sigma Aldrich, cat nº D9542). Representative images from the CA1 nuclear layer were obtained with a Leica SP5 laser scanning confocal microscope (Leica). Integrated optical density of nuclear FTO was analyzed with Image J.

### Statistical analysis

Raw data were processed using Excel® Microsoft Office and for further analysis transferred to Graphpad Prism® version 8.0.2 for Windows. Results are expressed as mean ± SEM. Normal distribution was assessed with the Shapiro–Wilk test. For statistical analysis, unpaired Student’s t-test (two-tailed) or two-way ANOVA was performed, and the appropriate post-hoc tests were applied as indicated in the figure legends. A 95% confidence interval was used, considering differences statistically significant when *p* < 0.05.

## Results

### Landscape of m6A in the ***Hdh***^+***/Q111***^ mouse hippocampus under naive and cognitive-trained conditions

Previous studies have shown that dynamic regulation of m6A on mRNA confers transcriptome plasticity while altered m6A methylation severely impacts gene expression and impairs learning and memory [35–40]. Therefore, we sought to evaluate whether HD mutation alters the m6A profile on mRNA under naive and cognitive training conditions in *Hdh*^+*/Q111*^ heterozygous mice. Behavioral analysis of mice subjected to the training session in the spatial task (Fig. 1a) showed no significant differences between genotypes at 5 months of age while at 8 months of age *Hdh*^+*/Q111*^ mice reproduced the well-described defects in cognition and motor coordination (Supplementary Fig. 1a–f) [13, 47]. Next, global m6A levels were assessed in total hippocampal RNA from naive mice by liquid chromatography-tandem mass spectrometry (LC–MS/MS). We found increasing m6A levels in hippocampal RNA from *Hdh*^+*/Q111*^ mice when compared to WT mice (Supplementary Fig. 2a). Similar upregulation under naive conditions was observed when m6A levels were further measured using the EpiQuik m6A RNA Methylation Quantification Kit. Interestingly, we observed that following training, similar m6A levels were observed in WT mice compared to naive conditions while a significant decrease was found in *Hdh*^+*/Q111*^ mice (Supplementary Fig. 2b).

**Fig. 1:**
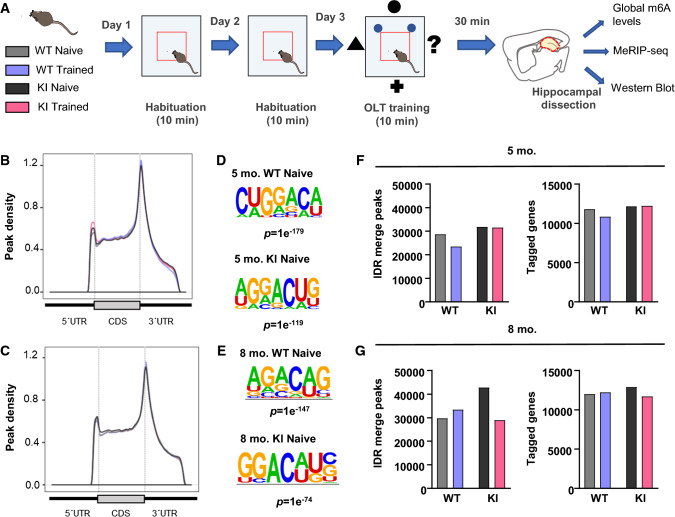
Mapping of the transcriptome-wide m6A landscape in the hippocampus of WT and Hdh^+/Q111^ (KI) mice. **A** Schematic illustration of the experimental design used to induce hippocampal activity. Mice were habituated to the open-field arena for two consecutive days. At the third day mice were trained on the OLT for 10 min and sacrificed after 30 min for hippocampal dissection to perform global m6A measurement, MeRIP-seq and Western Blot analysis. Metagene plot showing the m6A peak distribution along the mRNA in 5- (**B**) and 8- (**C**) month-old mice. Peaks are enriched at the CDS and 3′UTR in all conditions. Sequence logo representing the deduced consensus motif associated with m6A peaks identified by HOMER in 5- (**D**) and 8- (**E**) month-old mice. Histograms depict the number of reproducible m6A peaks in each condition (left) and the number of m6A modified RNAs (right) in 5- (**F**) and 8- (**G**) month-old mice. *IDR* irreproducible discovery rate, *KI* knock-in

To further identify and characterize the m6A RNA modification pattern, m6A RNA immunoprecipitation and sequencing (MeRIP-seq) was performed. 

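The samples are hippocampi of male WT mice and of Hdh+/Q111 knock-in (KI) mice, which carry an expanded CAG repeat in 1 copy of the huntingtin gene Htt. Mice of 5 and of 8 months were taken naive or 30 min after training in the object location task (OLT), a test of spatial memory, which gives 8 conditions of 3 animals each. In MeRIP-seq the RNA is broken into short fragments and those that carry m6A are pulled down with an antibody, and a stretch with more reads in the IP than in the input of the same animal is called as a peak. Each of the 24 animals has an IP and an input library, 48 libraries in all, and no animal is in more than 1 condition. The authors called the peaks of each animal with MACS2 2.2.6 after alignment to the mouse genome mm9 with STAR 2.7.3a, and compared conditions with DiffBind 2.8.0, which counts reads in peaks and tests them with DESeq2. From the peak lists the peaks of all animals were joined into 81807 common regions, and each region was scored as called or not called in each animal. A region counts as reproducible when at least 2 of the 3 animals of a condition have a peak in it. The log2 fold changes and adjusted p values given beside genes come from the authors' deposited tables, while calls per animal, overlaps, shares of transcript regions and gene-list tests were computed here. Scores inside a peak list are the authors' and were used only to rank peaks within that list or to filter them at a fixed -log10 q. Input libraries were not used here on their own, so a difference in a peak cannot be set against a difference in the amount of its mRNA.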

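In every condition the coding sequence (CDS) held the largest share of the peak summits that fall in genes, followed by introns and then the 3'UTR. In naive mice of 5 months the CDS share was 36.1 ± 1.85% in KI and 36.9 ± 0.754% in WT (mean ± SD, n = 3), and at 8 months it was 45.0 ± 3.55% in KI and 43.1 ± 5.22% in WT. In trained mice it was 37.6 ± 2.74% in KI and 41.6 ± 4.88% in WT at 5 months, and 42.8 ± 6.17% and 40.0 ± 1.80% at 8 months (n = 3). Mean 3'UTR shares lay between 21.5% in naive KI mice of 8 months and 23.7% in naive WT mice of 5 months, and 5'UTR shares between 5.00% and 6.94%. Introns held 27.4% of the summits in naive KI mice of 8 months and 35.6% in naive KI mice of 5 months. In the annotation the CDS covers 35.7 Mb and the 3'UTR 26.8 Mb of the 995 Mb that lie in genes. Both hold far more summits than their part of this length, most of which is intron. The CDS and UTRs together cover 67.2 Mb. Set against these exons alone, the 3'UTR held a smaller part of the summits than of the length in every condition. Each summit was given to 1 region in the order CDS, 3'UTR, 5'UTR, intron, and 18.8% to 22.3% of the summits lay outside genes. The shares were not compared between conditions. Single animals stood apart in Dixon's test, 1 trained WT animal of 5 months with 47.2% in the CDS and 1 naive WT animal of 8 months with 49.1% in the CDS and 21.2% in introns. Shares of the 5'UTR, where 1 naive WT animal of 5 months had 2.63%, were not put to that test.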

The distribution of the peaks is represented as a metagene plot in Fig. 1b and c, showing a similar enrichment of m6A density at the coding sequence (CDS) and 3′-untranslated regions (UTR) in all conditions. Analysis of the sequence context around called peaks showed enrichment of the m6A consensus site DRACH in the different conditions analyzed (Fig. 1d and e). These data indicate that our m6A profiling results are in accordance with the published m6A features [23, 29]. 

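DRACH is the sequence in which the methyltransferase METTL3 places m6A, with the methylated A in its center, and GGAC is its most common core. The 100 bp around a peak summit held a DRACH on the transcribed strand in 85.4 ± 0.975% of peaks (mean ± SD over 24 animals), and the same window moved by 1000 bp in 85.0%. That difference was 0.469 points, with 18 of 24 animals above 0. With 50 bp the summit was ahead in 24 of 24 animals (66.0% against 61.0%), and with 200 bp it was ahead in 0 of 24 (94.9% against 97.3%). Among the 1000 best peaks of each animal the share was 87.5%, ahead in 19 of 24. GGAC, chosen after the data were seen, gave a wider gap: 41.6 ± 1.57% of summit windows against 26.5 ± 0.496%, a difference of 15.0 points (range 12.1 to 18.1) with 24 of 24 animals ahead. On the opposite strand GGAC stood in 24.4% of summit windows against 26.1% of moved windows, and DRACH in 69.8% against 86.2%, both looked at after the data were seen. The paper found DRACH by de novo search with HOMER 4.11, which ranks motifs against matched background and was not run here. A 100 bp window is long against a 5-base motif with several choices per position, and DRACH is found by chance in most windows of that length. That alone would not put the summit behind in all 24 animals at 200 bp. The moved window was kept inside the gene, most of which is intron, and was not matched to the summit in base composition. The DRACH shares therefore cannot decide whether the motif is enriched at summits.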

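Reproducible m6A regions were found in 23350 places in trained WT mice of 5 months, the fewest, and in 42660 places in naive KI mice of 8 months, the most. In naive mice there were 31805 in KI and 28483 in WT at 5 months, and 29674 in WT at 8 months. In trained mice there were 31511 in KI at 5 months, and 28815 in KI and 33346 in WT at 8 months. These regions lay in 9613 to 11319 genes per condition, with 10735 genes in naive KI and 10399 in naive WT mice of 5 months. All 24 glutamate receptor genes of a list fixed before the data were seen held a peak in every animal, and so did all 38 immediate-early genes except in WT mice of 5 months (36.7 ± 2.31 naive and 37.3 ± 0.577 trained; mean ± SD, n = 3). Of 10 choroid plexus genes, which mark tissue beside the hippocampus, 6.33 ± 1.53 held a peak in naive KI and 3.33 ± 2.52 in naive WT mice of 5 months (n = 3). A region needed a peak in 2 of 3 animals, with an overlap of at least 1 bp. The paper's supplement gives 12153 genes for naive KI mice of 5 months, against the protein-coding genes counted here.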

MeRIP-seq analysis identified around 30,000 m6A peaks for each of the conditions corresponding to around 11,000 m6A modified mRNAs (Fig. 1f and g; Supplementary table 1). Consistent with our findings showing increased m6A levels in RNA from naive symptomatic *Hdh*^+*/Q111*^ mice (Supplementary Fig. 2), the number of m6A peaks in these mice was 1.4-fold higher compared to WT mice (Fig. 1f and g).

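Naive KI mice of 8 months had more peaks than naive WT mice of that age, 48992 ± 9960 against 34843 ± 6008 per animal (mean ± SD, n = 3 each), which is 1.41-fold. The single animals overlap: 51735, 37948 and 57293 peaks in KI, and 29783, 41483 and 33262 in WT. At 5 months the ratio was 1.13 in naive and 1.38 in trained mice, and at 8 months after training it was 0.89, so that trained KI mice had fewer peaks than trained WT mice. Training went with fewer peaks in KI mice of 8 months (0.69-fold) and slightly more in WT mice (1.09-fold). None of these ratios passed: the exact permutation test gave p = 0.2 for naive mice at 5 and at 8 months, p = 0.1 for trained mice at 5 months and p = 0.4 at 8 months, and 3 against 3 animals cannot go below 0.1. With naive and trained mice together, 6 KI against 6 WT animals at 5 months gave 36066 against 29095 peaks (exact permutation p = 0.0108), and at 8 months 41363 against 36376 (exact permutation p = 0.342). The change with training at 5 months, KI less WT, differed between genotypes by 5608 peaks (p = 0.225, exact permutation over 400 arrangements). At 8 months this difference was -18323 peaks (p = 0.07, exact permutation over 400 arrangements). For peaks with a -log10 q of 3 or more this passed (exact permutation p = 0.025) and for those of 5 or more it did not (-6359 peaks, exact permutation p = 0.1), and in bases covered, chosen after the data were seen, the direction turned, at 0.114 Mb (exact permutation p = 0.97). In reproducible regions the ratio of naive KI to naive WT at 8 months was 1.44, and in bases covered by peaks it was 0.996, with 18.1 Mb in KI and 18.2 Mb in WT. In the same order of animals, median peak lengths were 172, 326 and 197 bp in KI and 402, 213 and 485 bp in WT.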

### Altered transcriptome methylation in ***Hdh***^+***/Q111***^ mouse hippocampus affects synaptic and HD-related genes at pre- and symptomatic disease stages

In order to characterize basal m6A methylation signatures along the disease progression, we analyzed the differential m6A methylation peaks between naive WT and *Hdh*^+*/Q111*^ mice by a differential enrichment analysis at 5 and 8 months of age (Supplementary Tables 2 and 3). Adjusted *p* value < 0.05 and log2fold change > 1 or < − 1 were used as screening threshold of differential peaks. 

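In naive mice of 5 months 240 peaks were higher and 133 lower in KI than in WT, and at 8 months 368 were higher and 96 lower, at an adjusted p under 0.05 and a log2 fold change beyond 1. Among the largest at 5 months, the authors' deposited table lists Nudt4 (log2 fold change 9.29) and Bai2 (9.65) higher in KI, and Tmem161a (-8.12) and Cdc27 (-5.35) lower. The authors' deposited table also lists a 5'UTR peak of Nos1ap (1:172519605-172519853, adjusted p = 4.62e-19) and a peak of Golga7b (8.04), each called here in 3 of 3 KI and 0 of 3 WT animals. The Cdc27 peak was called in 3 of 3 KI and 1 of 3 WT animals, against its fold. At 8 months the authors' deposited table lists Slc24a2 (8.55) higher, with Serbp1 and Kif5a above it, and an intronic peak of Itsn2 (12:4648580-4648978, -7.91) lower. That Itsn2 peak was called in 0 of 3 KI and 3 of 3 WT animals, and the Serbp1 peak in 3 of 3 KI and 0 of 3 WT. The group with the higher level had more animals with a call in 76.4% of the differential peaks at 5 months and fewer in 2.9%, and at 8 months in 76.3% and 4.5%. Other splits of these animals reach 67.0% and 59.7%, and with the same number of best peaks the shares are 63.5% and 48.7%. The peaks were chosen on the KI and WT split of the same libraries, so a larger share than in other splits is no independent support. Counted without the tables, 398 regions at 5 months and 780 at 8 months were called in all naive KI and no naive WT animal, against 68 and 26 the other way. With the same number of best peaks from each animal the numbers were 151 against 107 at 5 months, and 138 against 197 at 8 months, a setting that also takes away any real difference in the number of peaks. Splits of the same 6 animals that ignore genotype gave up to 1102 such regions at 5 months and 2444 at 8 months, and only 10 splits exist. The very large folds belong to peaks in which 1 group stands at the lowest level of the table, 30 peaks at 5 months and 70 at 8 months. The paper's counts take a peak again for each gene it lies in, which here gives 150 lower at 5 months, and 418 higher and 109 lower at 8 months.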

At 5 months of age, 270 peaks were hypermethylated and 149 peaks were hypomethylated in *Hdh*^+*/Q111*^ mice when compared to WT mice, while at 8 months of age 417 peaks were hypermethylated and 109 hypomethylated (Fig. 2a and b). 

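The peaks that separate KI from WT in naive mice are largely different at 5 and at 8 months. Of 314 regions with a differential peak at 5 months and 305 at 8 months, among 29426 regions called at both ages, 16 were shared, which is 2.65% of the union. That is still more than the 3.25 that chance gives (odds ratio 5.35, p = 2.2e-07 by Fisher's exact test). Among them 8 were higher in KI at both ages (1.65 by chance, p = 2.71e-04) and 3 were lower at both (0.264 by chance, p = 0.00239, Fisher's exact tests), of which 0 were left at an adjusted p under 0.01 or a log2 fold change above 2. Another 5 were lower at 5 months and higher at 8 months (0.783 by chance, p = 0.00116, Fisher's exact test), and 0 at a log2 fold change above 2. Htt is higher at both ages, while Cav1 has a lower peak at 5 months and a higher peak at 8 months. By gene, the unit that the paper counts, the overlap was 37 (12.2 by chance), which is 5.08% of the union, and by gene name in the tables 47 genes were shared, 31 in the same direction, 14 in opposite directions and 2 in both. Over 1499 peak pairs listed at both ages with p up to 0.05, the folds had the same sign in 60.8% (Spearman rho = 0.13). The animals at the 2 ages are different mice, and a peak missed at 1 age lowers the overlap.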

When comparing all the differential peaks observed at pre-symptomatic and symptomatic stages, we identified only 5% of overlapping m6A tagged genes, while 42% and 53% of the differential methylated genes were unique for each stage (Fig. 2c), indicating a unique pattern of pathological methylation at each disease stage. To investigate the association between m6A methylation and mRNA expression, we intersected differential mRNA expression with differential m6A peaks. At 5 months of age, we found a greater number of m6A-containing mRNAs with significant differences in mRNA expression (47%) than at 8 months of age (23%) (Supplementary Fig. 3a), although no significant correlation between down and upregulation of mRNA species and m6A enrichment was found (Supplementary Fig. 3b and c). 

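An intronic peak just after exon 1 of Htt was called in 12 of 12 KI and 0 of 12 WT animals, at both ages, naive and trained. It lies at 5:35104810-35105427, starts behind exon 1 (5:35104393-35104758), which carries the CAG repeat, and is the only region of 35110 tested that differs between genotypes over all 24 animals (adjusted p = 0.026, Fisher's exact test). This call is lost with 50% reciprocal overlap (0 regions, smallest adjusted p = 0.358) and with an exact test stratified by age and training (adjusted p = 0.439), where 12 against 0 animals gives the smallest p possible, 1.25e-05. A region over the start of Htt (5:35103768-35104456) was called in 9 KI and 0 WT animals (p = 3.37e-04 before adjustment, Fisher's exact test). In the 3'UTR, 5:35251152-35252004 was called in 10 KI and 9 WT animals, and 5:35252355-35252480 in 1 of each. Another 3'UTR region, 5:35254723-35255143, was called in 9 KI and 4 WT (p = 0.0995, Fisher's exact test). At 8 months the authors' deposited tables list 3'UTR peaks higher in KI, below a log2 fold change of 1. They are different peaks, 5:35254760-35255143 at 0.76 in naive mice (adjusted p = 1.47e-05) and 5:35251170-35251802 at 0.80 in trained mice (adjusted p = 5.81e-05). The latter lies in the region called in 10 KI and 9 WT animals. The authors' deposited table lists the intron peak at log2 fold change 5.52 in naive mice of 5 months (adjusted p = 1.28e-303) and 6.49 at 8 months (adjusted p = 3.91e-36). Other genes that the paper links to Huntington's disease held differential peaks as well. At 5 months the authors' deposited table lists Eif3b (CDS, 5:140895254-140895677, 9.12), Pde1b (5'UTR, 8.76), Grm4 (intron, 3.03) and Pde10a (intron, 1.32, adjusted p = 0.0499) higher, and Cav1 (CDS, -1.61) and Slc1a3 (-1.38) lower. At 8 months the authors' deposited table lists Kalrn (CDS, 16:34513919-34514157, 8.07), Gnaq (5'UTR, 7.05), Dyrk1a (intron, 6.57), Ntrk2 (intron, 1.96) and Psmd13 (3.09) higher, and Uqcrc2 (-3.04) and an intronic peak of Kalrn (-1.39) lower. The Grm4, Ntrk2 and Kalrn CDS peaks were called in 3 of 3 KI and 0 of 3 WT animals, while Eif3b and Gnaq were called in 2 of 3 of each, and Uqcrc2, against its fold, in 3 of 3 KI and 1 of 3 WT. Of 43 genes linked to the disease, 17 had a higher peak at 5 months, 8 a lower one, and 21 a higher one at 8 months. That list holds the genes of the paper's tables of differential peaks in these mice, so these numbers follow from its choice and no excess is read from them.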

At both stages, we identified changes in the levels of m6A in different genes linked to HD, such as *Pde10a* and *Eif3b* (at 5 months), *Kalrn*, *Ntrk2*, *Gnaq*, *Grin2b*, *Dyrk1a* (at 8 months) and *Htt* itself (at 5 and 8 months), thus strengthening our hypothesis that altered m6A methylation plays a role in HD pathology (Tables 1 and 2). 

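Several genes of neurons stand out with single peaks. Nefl encodes the light chain of neurofilaments, Slc6a17 a transporter of synaptic vesicles, and Fxr1 an RNA-binding protein related to FMRP. The authors' deposited table lists a CDS peak of Nefl (14:68701719-68702439) at log2 fold change 10.76 in KI mice of 5 months (adjusted p = 2.11e-32). WT stands there at the lowest level, yet the Nefl peak was called in 2 of 3 WT and 3 of 3 KI animals. At 8 months the authors' deposited table lists 2 intronic peaks of Slc6a17 at 1.17 (3:107281015-107283426, adjusted p = 3.26e-48) and 1.07 (3:107319931-107320275). The first Slc6a17 peak was called in 3 of 3 animals of both genotypes, the other in 3 of 3 KI and 1 of 3 WT. The authors' deposited table lists a CDS peak of Fxr1 (3:33967692-33968071), which also lies in Dnajc19, at -5.39 (adjusted p = 8.94e-04), called in 2 of 3 animals of each genotype. Over all 24 animals no region of Nefl, Slc6a17 or Fxr1 differed between genotypes after adjustment. On simulated calls this test found a single region only when it was called in 12 against 0 animals. A difference at 1 age in naive mice could therefore not pass, and no conclusion on these peaks is drawn. In the genome 629 regions had an unadjusted p under 0.05, 605 of them called more often in KI (Fisher's exact test). Taking the same number of best peaks from each animal gave 237 regions, 128 of them in KI. Among the 629 were regions of Rragd (11 KI against 1 WT animal) and Nrcam (10 against 1).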

We also detected significant changes in m6A methylation in synaptic genes such as *Nefl* (at 5 months) and *Slc6a17*, *Frx1* (at 8 months) (some representative genes are shown in Fig. 2d).

**Fig. 2:**
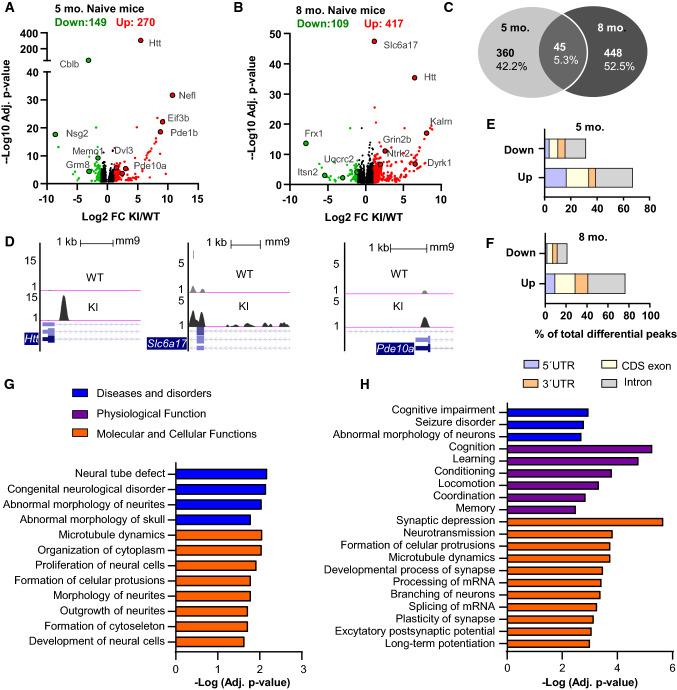
Mutant huntingtin induces alterations in hippocampal m6A RNA modifications affecting synaptic and HD-related genes. Volcano plots of the differentially methylated peaks between naive KI and WT animals at 5- (**A**) and 8- (**B**) months of age. Names of representative genes are indicated. **C** Venn diagram of the overlap of differential m6A modified transcripts between naive KI and WT mice at 5- and 8- months of age. Only 5% of differential m6A marked transcripts overlap between pre- and symptomatic disease stages. **D** UCSC Genome browser tracks of representative differential m6A peaks along indicated mRNAs. The y-axis represents normalized number of reads. Blue thick boxes represent the open reading frame while the blue line represents the untranslated regions (arrows point to the direction of transcription). Grey reads are from WT animals, black reads are from KI animals. Scale bar 1 kb. Distribution analysis of the down- and up-regulated differential m6A peaks between naive KI and WT mice at 5- (**E**) and 8- (**F**) months of age along the four transcript segments: 5′UTR, CDS exon, 3’UTR, intron. Data are shown as percentage of total differential peaks. IPA of differentially hypermethylated transcripts between naive KI and WT mice at 5- (**G**) and 8- (**H**) months of age. Bar plots showing the -Log (Adj. *p* value) of enriched terms belonging to the different categories. Screening threshold: Adjusted *p* value < 0.05 and log2 fold change > 1 or < − 1. *FC* fold change

**Table 1:** Differential m6A peaks in genes linked to HD in 5-month-old naive mice

Gene name	Gene symbol	Log2FC	Adjusted *p* value	Peak width	PMID
Eukaryotic translation initiation factor 3 subunit b	*Eif3b*	9.12	7.18E−23	424	25,959,826
Phosphodiesterase 1b	*Pde1b*	8.76	2.65E−19	585	14,751,289
Huntingtin	*Htt*	5.52	1.28E−303	502	6,316,146
Limbic system associated membrane protein	*Lsamp*	4.75	0.00623	537	17,500,595
Glutamate metabotropic receptor 4	*Grm4*	3.03	4.06E−06	351	29,643,462, 21,177,255
Caspase 9	*Casp9*	1.99	1.73E−05	368	12,095,160
NALCN channel auxiliary factor 1	*Fam155a*	1.68	0.00165	895	34,721,539
Calcium voltage-gated channel auxiliary subunit beta 4	*Cacnb4*	1.58	0.00058	566	29,936,182
Protein tyrosine phosphatase receptor type f	*Ptprf*	1.42	0.0435	240	27,378,699, 22,748,968
Integrin subunit alpha 7	*Itga7*	1.39	0.0417	326	29,328,442
Twist family BHLH transcription factor 1	*Twist1*	1.36	0.00422	612	29,891,550, 31,813,126
Potassium voltage-gated channel interacting protein 4	*Kcnip4*	1.33	0.00275	228	34,721,539, 22,965,876
Phosphodiesterase 10a	*Pde10a*	1.32	0.0499	694	26,198,591, 15,610,167
CUGBP elav-like family member 2	*Celf2*	1.26	0.00369	402	22,848,491
Sortilin related VPS10 domain containing receptor 2	*Sorcs2*	1.19	0.0119	426	28,469,074
F-box protein 41	*Fbxo41*	1.14	0.048	288	34,151,850
Inhibitor of nuclear factor kappa b kinase regulatory subunit gamma	*Ikbkg*	− 1.05	0.0487	318	26,949,515
Fas cell surface death receptor	*Fas*	− 1.07	0.000394	586	11,054,182, 25,800,750
Dihydropyrimidine dehydrogenase	*Dpyd*	− 1.13	0.00313	395	34,233,199
Contactin 1	*Cntn1*	− 1.27	0.000166	277	33,305,259, 30,554,964
Glutamate ionotropic receptor AMPA type subunit 3	*Gria3*	− 1.27	0.00785	262	24,211,138
Potassium voltage-gated channel interacting protein 4	*Kcnip4*	− 1.38	0.00251	229	34,721,539, 22,965,876
Solute carrier family 1 member 3	*Slc1a3*	− 1.38	0.0208	298	32,070,434
Caveolin 1	*Cav1*	− 1.61	7.52E−14	849	24,021,477

Table showing the differential m6A peaks in 5-month-old naive mice (KI vs WT) in genes that have been linked to Huntington’s disease. PubMed identifiers (PMID) for references supporting the link to HD are indicated. *FC* fold change

**Table 2:** Differential m6A peaks in genes linked to HD in 8-month-old naive mice

Gene name	Gene symbol	Log2FC	Adjusted *p* value	Peak width	PMID
Kalirin rhoGEF kinase	*Kalrn*	8.07	8.56E−18	239	26,464,483
G protein subunit alpha q	*Gnaq*	7.05	2.31E−06	705	27,924,190
Glutamate ionotropic receptor NMDA type subunit 2b	*Grin2b*	6.83	5.30E−06	213	21,989,477, 17,569,088
Dual specificity tyrosine phosphorylation regulated kinase 1a	*Dyrk1a*	6.57	1.47E−07	318	15,906,374
Huntingtin	*Htt*	6.49	3.91E−36	491	6,316,146
Calpain 5	*Capn5*	5.08	0.00263	205	14,981,075
Integrin subunit alpha 7	*Itga7*	3.85	0.00139	317	29,328,442
Proteasome 26S subunit, non-ATPase 13	*Psmd13*	3.09	2.02E−08	484	25,959,826
Phospholipase c beta 1	*Plcb1*	2.59	0.0286	228	17,519,223
Jumonji domain containing 6, arginine demethylase and lysine hydroxylase	*Jmjd6*	2.19	0.0378	311	25,927,346
Hexose-6-phosphate dehydrogenase	*H6pd*	1.99	1.73E−05	691	25,761,110
Neurotrophic receptor tyrosine kinase 2	*Ntrk2*	1.96	1.93E−07	193	16,487,146
Proteasome 26S subunit, non-ATPase 3	*Psmd3*	1.9	0.0093	569	25,910,212
LDL receptor related protein 1b	*Lrp1b*	1.45	0.000134	752	34,233,199
Protein kinase c epsilon	*Prkce*	1.45	0.00331	184	15,815,621
Histone deacetylase 8	*Hdac8*	1.36	0.00474	233	25,535,382
Caveolin 1	*Cav1*	1.32	1.27E-05	357	24,021,477
Growth factor receptor bound protein 2	*Grb2*	1.29	3.95E-09	364	24,116,161
Ryanodine receptor 2	*Ryr2*	1.22	0.0306	299	32,897,880
Calcium/calomodulin dependent protein kinase 2 beta	*Camk2b*	1.21	0.0232	196	30,451,379
Glutamate ionotropic receptor delta type subunit 2	*Grid2*	1.06	0.0275	287	29,480,208
Limbic system associated membrane protein	*Lsamp*	− 1.16	7.02E−05	431	17,500,595
Limbic system associated membrane protein	*Lsamp*	− 1.18	0.00056	912	17,500,595
Kalirin rhoGEF kinase	*Kalrn*	− 1.39	0.0123	387	26,464,483
Ubiquinol-cytochrome c reductase core protein 2	*Uqcrc2*	− 3.04	0.00553	411	17,500,595

Table showing the differential m6A peaks in 8-month-old naive mice (KI vs WT) in genes that have been linked to Huntington’s disease. PubMed Identifiers (PMID) for references supporting the link to HD are indicated. *FC* fold change

Since the unique distribution of m6A along the transcripts provides hints as to its functions [23, 29], we determined the location of the up and downregulated m6A peaks in *Hdh*^+*/Q111*^ mice at 5 and 8 months of age. We divided the transcript into four areas: 5'UTR, 3′UTR, CDS exon, and intron (Fig. 2e and f). All the differential m6A peaks showed similar distribution at 5 and 8 months, with a slight but not significant increase of upregulated peaks in the 3′ UTR and a decrease of upregulated peaks in the 5´UTR at 8 months compared to 5-month-old mice (Supplementary Fig. 3d). Moreover, we found around 40% of the m6A peaks located in introns. 

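The transcript regions of the peaks that are higher in KI were not the same at 5 and at 8 months. At 5 months 19.0% of these peaks lay in the 5'UTR and 2.78% in the 3'UTR, and at 8 months 6.10% and 14.2% (adjusted p = 2.85e-05 for each, Fisher's exact test). Their CDS shares, 26.9% and 29.7%, and intron shares, 51.4% and 50.0%, did not differ. The 5'UTR peak of Pde1b at 5 months and the 3'UTR peak of H6pd at 8 months are examples. Within 5 months the higher peaks held more 5'UTR (1.68% in lower peaks, adjusted p = 3.3e-06) and less 3'UTR (13.4% in lower peaks, adjusted p = 0.00112). Between the ages the lower peaks did not differ in any region, with 26.1% and 33.7% in the CDS. Each peak was given to 1 region by its center, and peaks outside genes were left out. The paper calls the shift in its own shares slight and not significant, with peaks annotated by another package.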

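Introns held more of the differential peaks of naive mice than of the other called regions. At 5 months 54.0% of the regions with a differential peak were intronic against 38.1% of the others (odds ratio 1.91, adjusted p = 9.6e-09, Fisher's exact test), and at 8 months 50.4% against 32.6% (odds ratio 2.10, adjusted p = 1.6e-13). The 3'UTR was rarer among them at both ages, 6.57% against 22.9% at 5 months and 13.1% against 20.4% at 8 months (adjusted p = 8.8e-15 and 1.7e-04). The CDS was rarer as well, 26.6% against 33.1% and 30.9% against 40.4%. The 5'UTR was more common among them at 5 months, 12.8% against 5.87% (odds ratio 2.36, adjusted p = 3.2e-06), and not at 8 months. Intronic peaks of this kind include Cblb (16:52083581-52084714), which the authors' deposited table lists at log2 fold change -3.11 at 5 months, called in 0 of 3 KI and 3 of 3 WT animals. Others are Grm8 (6:27535014-27535283, -3.03 in the authors' deposited table) and, at 8 months, Rims1 (1:22754749-22754969, 1.37 in the authors' deposited table). Grm8 was called in no KI and all WT animals, Rims1 in all KI and no WT animals. The shares use 1 region per peak in the order CDS, 3'UTR, 5'UTR, intron, so an intron share counts only peaks outside the exons of the annotation.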

Since m6A changes may also influence RNA splicing and polyadenylation [64–67], we next explored whether the observed alterations in methylation in *Hdh*^+*/Q111*^ mice could be related with known genes affected by mis-splicing or aberrant polyadenylation in HD [18, 21]. We integrated our dataset with published datasets of alternative splicing and polyadenylation analysis from the R6/1 HD mouse model at symptomatic disease stages (3,5 and 7–8 months, respectively) [18, 21]. Integration analysis showed a significant over-enrichment of genes with changes in m6A levels and genes described to be mis-spliced, both at 5 and 8 months of age (Supplementary Fig. 4a, b and Supplementary Tables 4 and 5). 

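The genes that the paper lists as mis-spliced in Huntington's disease and differently methylated hold intronic and coding peaks at both ages, and the shares were not tested between ages. At 5 months 61 such genes carry 64 differential peaks, 53.1% of them in introns, 21.9% in the CDS, 15.6% in the 5'UTR and 3.13% in the 3'UTR. At 8 months 73 genes carry 77 peaks, 41.6% in introns and 45.5% in the CDS. All genes of both lists have a differential peak in the authors' deposited tables. Of 53 genes of splicing factors, a list fixed before the data were seen, no excess was found among the higher or lower peaks of naive mice at either age (Fisher's exact test). Over 24 animals, 0 of 147 regions of these factors differed between genotypes when adjusted over the list alone, and 3 had an unadjusted p under 0.05. No splicing was measured here, and the mis-spliced genes were taken from the paper's tables.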

Notably, the majority of the m6A peaks present in overlapping methylated and miss-spliced genes were found in introns and exon (Data not shown). At 8 months, we also detected a significant overlap between genes with m6A changes and genes described to have an altered poly(A) tail length in 7–8 month-old R6/1 mice (Supplementary Fig. 4c and d and Supplementary Tables 6 and 7). These results suggest that alteration of m6A methylation in hippocampal genes could be associated to aberrant alternative splicing and/ or polyadenylation in HD.

To analyze whether these changes in the m6A landscape along disease progression are associated to distinct functional signatures, we performed Ingenuity Pathway Analysis (IPA) with the lists of all transcripts differentially hypo- or hypermethylated between *Hdh*^+*/Q111*^ and WT mice at 5 and 8 months of age. Top diseases and bio functions obtained with IPA are given in Supplementary Fig. 5a–d. IPA for diseases and disorders revealed an enrichment in neurological diseases specifically in the hypermethylated transcripts, both at 5 and 8 months of age. Likewise, among molecular and cellular functions, terms related to cells morphology including “microtubule dynamics” and “formation of cellular protrusions,” were particularly enriched in hypermethylated transcripts at 5 months of age, while “synaptic depression,” “neurotransmission,” “formation of cellular protrusions” as well as “processing of mRNA,” among others, were enriched in hypermethylated transcripts at 8 months (Fig. 2g, h and Supplementary Tables 8 and 9 for complete lists of all biological functions and their associated genes). 

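In naive mice of 5 months the peaks lower in KI include 3 of 24 glutamate receptor genes, Gria3, Grm5 and Grm8. The authors' deposited table lists Gria3 at log2 fold change -1.27 and an intronic peak of Grm5 at -1.12, the latter called in 0 of 3 KI and 3 of 3 WT animals. The lower set also holds Memo1 in its 3'UTR (-1.57 in the authors' deposited table) and an intronic peak of Nsg2, an endosomal protein of neurons, at -8.62. That Nsg2 peak was called in 3 of 3 animals of both genotypes, although KI stands at the lowest level of the authors' deposited table. Among the higher peaks, the authors' deposited table lists Dvl3 (intron, 2.45), a part of Wnt signaling, and Kcnip4 (intron, 1.33), called in 3 of 3 KI and 0 of 3 WT animals, beside another intronic peak of Kcnip4 that is lower (-1.38) and was called in 0 of 3 KI and 3 of 3 WT. The glutamate receptor list passed against 12360 genes with a called region (odds ratio 13.4, adjusted p = 0.0306, Fisher's exact test), and not when the number of called regions per gene was held fixed (adjusted p = 0.789 by logistic regression with the number of regions). None of the other 20 lists of synapse, channel, RNA and cell-type genes passed in either direction, the disease-linked list aside. Genes with many called regions have more chances to hold a differential peak, and the length of genes was not measured here. The paper's categories come from IPA and SynGO with other backgrounds, which were not run here.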

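At 8 months the peaks higher in naive KI mice include receptors, scaffolds and release proteins of the synapse, each with few genes. The authors' deposited table lists a CDS peak of Grin2b (6:135722289-135722501, log2 fold change 6.83), an intronic peak of Grin2a (16:9608987-9609266, 2.58) and a peak of Grid1 (2.93) higher in KI. Grin2b and Grin2a encode NMDA receptor subunits, and both peaks were called in 3 of 3 KI and 0 of 3 WT animals. For release the authors' deposited table lists Syt4 (3'UTR, 7.17), and for the scaffold it lists Shank1 (intron, 5.36). The calls are closer there: Shank1 was called in 3 of 3 KI and 2 of 3 WT animals, and Syt4 in 2 of 3 of each. Lower peaks include Nlgn1 (-1.18 in the authors' deposited table) and Grik3 (-1.55), with Mbp (1.19) and S100b (1.20) of glial cells higher. Of the lists fixed before the data were seen, 4 of 24 glutamate receptor genes had a higher peak (adjusted p = 0.0774, Fisher's exact test), 4 of 38 postsynaptic and 4 of 37 presynaptic genes (adjusted p = 0.201 each), so none of them passed. The lists were set against the 12917 genes with a called region, which is another background than that of the paper's IPA and SynGO terms. From the disease-linked genes among the differential peaks of naive mice, the paper proposes, as its hypothesis, a part of altered m6A in the disease.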

The top physiological system development and functions at 8 months of age were “cognition,” “learning” and “locomotion.” These processes have been described to be influenced by mutant huntingtin toxicity [2, 68–72] and our findings suggest that this is in part mediated by altered regulation of m6A post-transcriptional mRNA modifications.

Our data revealed differential m6A methylation patterns between WT and *Hdh*^+*/Q111*^ mice along the disease progression. Next, we sought to investigate whether mutant huntingtin expression was associated with changes in methylation dynamics in hippocampal cognition. To this aim, we analyzed the differential methylated peaks between *Hdh*^+*/Q111*^ and WT mice after the spatial training in the OLT. 

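After training, KI mice had more higher than lower peaks against WT at 5 months, where 152 of 398 were lower, and the reverse at 8 months, with 146 higher and 358 lower. At a log2 fold change beyond 2 the direction turned at 5 months, with 26 higher and 31 lower, and at 8 months 37 were higher and 39 lower. The Htt intron peak was higher again, with the authors' deposited table listing it at log2 fold change 4.74 at 5 months and 5.64 at 8 months. At 5 months the authors' deposited table lists intronic peaks of the adhesion gene Cntnap2 (6:45573612-45574271, 4.25), Magi2 (2.39) and Ank1 (2.17) higher in KI. The Cntnap2 and Ank1 peaks were called in 3 of 3 KI and 0 of 3 WT animals. Lower at that age, the authors' deposited table lists Dlg4 (intron, 11:69841812-69842294, -6.93), Shank1 (intron, 7:51575197-51575680, -7.71) and Fosb (-1.19). Dlg4, which encodes PSD-95, was called in 1 of 3 KI and 3 of 3 WT animals, but the Shank1 peak in 3 of 3 of both. At 8 months the authors' deposited table lists Ppp2r5d (7.38), Gipc1 (CDS, 7.32), Syn3 (5'UTR, 1.35) and Gabra5 (1.63) higher. The higher group had more animals with a call in 70.4% of the differential peaks at 5 months and 68.3% at 8 months, where other splits reach 60.3% and 55.0%. That excess is no independent support, because the peaks were chosen on this split of the same libraries. Regions called in all KI and no WT animal numbered 891 at 5 months and 73 at 8 months, against 13 and 334 the other way. With the same number of best peaks from each animal they were 158 against 81 at 5 months, and 172 against 144 at 8 months. At 5 months the lower peaks held 4 of 24 glutamate receptor genes, Grid1, Grin2a, Grin2b and Grm4 (adjusted p = 0.00334, Fisher's exact test; adjusted p = 0.317 by logistic regression with the number of regions). They also held 4 of 37 postsynaptic genes, Dlg4, Lrrc4c, Lrrtm4 and Shank1 (adjusted p = 0.0103; adjusted p = 0.553 by logistic regression with the number of regions). Of 40 disease-linked genes, a list drawn from the paper's differences of naive mice, 5 had a lower peak (adjusted p = 0.00334; adjusted p = 0.253 by logistic regression with the number of regions) and 5 a higher one (adjusted p = 0.0103; adjusted p = 0.428 by logistic regression with the number of regions). Counted again for each gene, the peaks number 277 and 172 at 5 months and 165 and 393 at 8 months.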

We found 277 hypermethylated m6A peaks and 170 hypomethylated m6A peaks at 5 months of age in trained *Hdh*^+*/Q111*^ mice compared to WT mice, while at 8 months only 165 peaks were hypermethylated whereas 392 peaks were hypomethylated (Fig. 3a, b and Supplementary Tables 10 and 11). To deepen about the functional consequences of these changes, IPA pathway analysis between trained *Hdh*^+*/Q111*^ and WT mice was performed (Supplementary Tables 12 and 13 for complete lists of all biological functions and their associated genes), analyzing hypo- and hypermethylated transcripts independently. We found that the strongest enrichment in relevant functional terms was obtained in the hypomethylated transcripts, with an important enrichment in “motor or movement disorder,” including “Huntington´s disease” within both ages (Fig. 3c, d and Supplementary Fig. 6a–d). 

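Peaks lower in trained KI than in trained WT mice of 8 months include single peaks in genes of glutamate and GABA receptors and of synaptic adhesion. For glutamate receptors the authors' deposited table lists Grm3 (5:9546434-9547049, log2 fold change -1.62), Grin3a (-1.30) and Grm5 (7:94874463-94874699, -1.25). For GABA receptors the authors' deposited table lists Gabra3 (-1.22) and Gabrb2 (-1.10), with the scaffold gene Gphn (-1.02). For adhesion the authors' deposited table lists Nrxn3 (12:90768104-90768302, -1.82), Lrrtm4 (6:80074661-80075072, -1.67) and Nlgn1 (-1.29), with Dlg2 (-1.29) and Ngfr (CDS, -1.47) beside them. Grm3, Gabra3, Gabrb2, Nrxn3, Lrrtm4 and Ngfr were called in 0 of 3 KI and 3 of 3 WT animals. Not all go down: the authors' deposited table lists 1 peak of Nrxn2 at -1.07 and another at 1.26, and 1 of Grm7 at -1.54 and another at 1.51. Lower peaks were found in 5 of 24 glutamate receptor genes (adjusted p = 0.0156, Fisher's exact test), 4 of 19 GABA genes (adjusted p = 0.03), 5 of 38 postsynaptic and 5 of 37 presynaptic genes (adjusted p = 0.0339 each). None of these 4 calls was kept in logistic regression with the number of regions (adjusted p = 0.695, 0.353, 0.854 and 0.695 by logistic regression with the number of regions). A CDS peak of the choroid plexus gene Clic6 was lower too (-3.24 in the authors' deposited table), called in 3 of 3 animals of both genotypes.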

Importantly, at 8 months of age, training in *Hdh*^+*/Q111*^ mice induced the hypomethylation of genes tightly involved in synaptic transmission when compared to WT trained mice (Fig. 3d). No significant terms could be detected in the hypermethylated transcripts at 8 months, and only a few interesting terms were found in hypermethylated transcripts at 5 months (Data shown in supplementary tables 12 and 13).

**Fig. 3:**
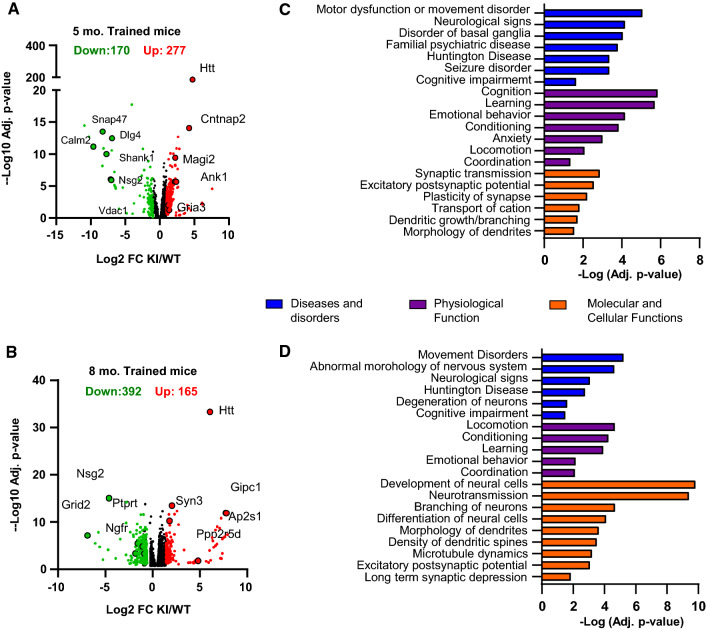
Behavioral training induces differential methylation of synaptic genes in symptomatic *Hdh*^+*/Q111*^ (KI) mice. Volcano plots of the differentially methylated peaks between trained KI and WT animals at 5- (**A**) and 8- (**B**) months of age. Names of representative genes are indicated. IPA of hypomethylated transcripts between trained KI and WT mice at 5- (**C**) and 8- (**D**) months of age. Bar plots showing the -Log (adj. *p* value) of enriched terms belonging to the different categories. Screening threshold: adjusted *p* value < 0.05 and log2 fold change > 1 or < − 1

### Symptomatic ***Hdh***^+***/Q111***^ mice show aberrant m6A demethylation after hippocampal cognitive training.

Our previous data have revealed altered m6A RNA patterns between WT and *Hdh*^+*/Q111*^ mice at pre- and symptomatic stages, both in basal and after cognitive engagement conditions. However, when comparing *Hdh*^+*/Q111*^- vs WT-trained mice, we observed a stronger enrichment of differentially methylated genes on the “Synaptic Transmission” function in symptomatic disease stages. To get further insight into the specific changes in m6A associated with cognitive training, we compared the differential m6A peaks in training vs naive conditions within each genotype at 8 months of age (Supplementary Tables 14 and 15). 

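In WT mice of 8 months training went with 428 higher and 203 lower peaks, and with higher peaks in immediate-early genes. The authors' deposited table lists Egr2 (CDS, 10:67002277-67004379) at log2 fold change 1.87, Homer1 (3'UTR, 13:94136224-94136781, adjusted p = 2.74e-65) at 1.87, Apold1 at 1.54 and Cyr61 (3'UTR) at 1.20. In total 11 of 38 immediate-early genes had a higher peak: Apold1, Cyr61, Dusp5, Egr2, Fos, Fosb, Fosl2, Homer1, Maff, Mir132 and Sik1 (adjusted p = 5.0e-07, Fisher's exact test). This was kept in logistic regression with the number of regions (adjusted p = 1.9e-07). Whether these higher peaks follow a rise in the amount of the transcripts was not tested, because the input libraries were not analysed. For signaling to the nucleus the authors' deposited table lists Camk4 (1.64), Crebbp (1.11) and Ntrk2 (1.07) higher, and 5 genes of the list of CREB and TrkB signaling had a higher peak (adjusted p = 0.0172; adjusted p = 0.29 by logistic regression with the number of regions). Lower in trained WT mice, the authors' deposited table lists Fbxl16 (-9.96), Dgkz (-8.12), Gabra5 (-1.57) and Grid1 (-1.50). The trained animals had more calls in the higher peaks, and the naive in the lower, in 62.9% of the differential peaks and fewer in 2.5%. Counted again for each gene, the higher peaks number 473.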

Using the same filtering criteria as above (Fig. 2a, b) we identified in trained vs naive WT mice, 473 hypermethylated m6A peaks and 221 hypomethylated m6A peaks (Fig. 4a). In contrast, when trained *Hdh*^+*/Q111*^ mice were compared to naive *Hdh*^+*/Q111*^ mice, the differential analysis revealed only 168 hypermethylated m6A peaks and 359 hypomethylated m6A peaks (Fig. 4b). 

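In KI mice of 8 months the balance was turned, with 150 higher and 319 lower peaks after training. The immediate-early genes were nevertheless among the higher peaks, and the authors' deposited table lists Egr2 at log2 fold change 2.51, Homer1 at 2.14, Fosb at 1.57, Nr4a1 at 1.41 and Arc at 1.05. In total 10 of 38 had a higher peak (adjusted p = 3.71e-10, Fisher's exact test; adjusted p = 1.43e-10 by logistic regression with the number of regions). Among the lower peaks, the authors' deposited table lists Mpp2 (-7.56), Camta1 (-7.32), Cacng2 (-5.23) and Tiam1 (-3.65). Cacng2 encodes a partner of AMPA receptors, and its peak, like that of Tiam1, was called in 0 of 3 trained and 3 of 3 naive animals. The group with the higher level had more animals with a call in 70.4% of these peaks and fewer in 5.1%, where other splits reach 57.6% with more. As the peaks were chosen on the real split of the same libraries, this gap is no independent support. Regions called in all naive and no trained KI animal numbered 1009, and 26 the other way, where the naive group has the most peaks of all conditions. With the same number of best peaks taken from each animal these numbers were 158 and 228. In WT mice, 318 regions were called in all trained and no naive animal and 105 the other way, and with the same number of best peaks 144 and 131.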

The extent of overlap among differential methylation in each genotype at 8 months of age in response to training is shown in Fig. 4c, d. We observed a unique pattern of hypermethylation and hypomethylation in each genotype, with only a minority of differential m6A marked transcripts in common between WT and *Hdh*^+*/Q111*^ mice. In addition, the extent of m6A changes of differential m6A-marked transcripts identified in WT did not resemble the methylation pattern observed in KI (Fig. 4e), re-enforcing the idea that memory-induced m6A methylation is impaired in KI mice. Moreover, the hierarchical heatmap representation of differential methylated transcripts in common (Supplementary Fig. 7a, b) showed a cluster of Immediate-Early Genes (IEGs) which are similarly hypermethylated after the training task (Fig. 4b), in line with previous evidence showing increased methylation of IEGs after behavioral training [39] and a cluster of 34 transcripts with opposite genotype-dependent m6A regulation.

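Few peaks respond to training in both genotypes at 8 months, and those that do are mostly higher. Of the regions called in both genotypes 18 were higher after training in both WT and KI, where chance gives 1.34 (odds ratio 16.5, p = 1.75e-15, Fisher's exact test), and 2 were lower in both (1.22 by chance, p = 0.346). At a log2 fold change above 2 the number higher in both was 0. Another 10 were higher in WT and lower in KI (2.46 by chance, p = 2.01e-04), and 2 the reverse (p = 0.143, Fisher's exact tests). In gene names 386 were higher in WT alone, 122 in KI alone and 37 in both, and 203, 322 and 14 were lower. The shared higher genes include Egr2, Fos, Fosb, Homer1, Dusp5 and Mir132. Over 2207 peak pairs listed in both genotypes with p up to 0.05 the folds had the same sign in 72.5% (Spearman rho = 0.35). Overlaps were counted among 31707 regions called in both genotypes, where a region can be shared only if it was called in both.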

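Immediate-early genes are a part of the training response that KI and WT mice share. Cyr61, Apold1, Dusp5, Egr2, Fos, Fosb, Homer1 and Mir132 have a higher peak in both genotypes at 8 months, while Fosl2, Maff and Sik1 have one in WT alone and Arc and Nr4a1 in KI alone. The authors' deposited table lists Sik1 at log2 fold change 1.30 and Fosl2 at 1.13 in WT, and Mir132 at 1.16 in WT and 1.58 in KI. In all, 85 genes have a differential peak in both genotypes, against 540 in WT alone and 400 in KI alone, where passing in 1 table alone was not tested as a difference between genotypes. Training differed from no training in 0 of 35110 regions over the 24 animals of both ages and genotypes (Fisher's exact test with Benjamini-Hochberg adjustment), where 504 had an unadjusted p under 0.05. This test compares calls and not levels, and leaves out regions called in more than 21 animals. A change in the level of a peak called in all animals cannot appear in it. On simulated calls it found a single region only at 12 against 0 animals, so the 0 does not decide on a response to training. Of these 504 regions 45 were called more often in trained animals, such as Arhgap12 (8 trained against 1 naive) and Grm5 (9 against 2), and the others in naive animals, such as Spint2 (0 against 9) and Cdh8 (0 against 8). When the same number of best peaks was taken from each animal, it was 130 of 251 in trained animals. The paper takes its comparison as support for the idea of an impaired m6A response to training in KI mice.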

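Of the 85 genes with a differential peak in both genotypes 34 moved in opposite directions, 43 in the same direction, and 8 had peaks of both kinds. Ntng1, which encodes an adhesion protein of axons, shows this in 1 place, where the authors' deposited table lists a log2 fold change of 1.73 in WT (3:109875512) and -1.06 in KI (3:109875494). For Lrrc4c, which binds netrin-G on the dendrite, the authors' deposited table lists 1.04 in WT and -1.15 in KI, and for Cdh9 it lists 1.24 and -3.57. The authors' deposited table lists Tmem163 at 1.01 in WT and -1.08 in KI. The Cdh9 and Lrrc4c peaks were called in 0 of 3 trained and 3 of 3 naive KI animals. A gene counts here as opposite even when its WT and KI peaks lie in different places, as the 10 regions that are higher in WT and lower in KI are fewer than the genes.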

**Fig. 4:**
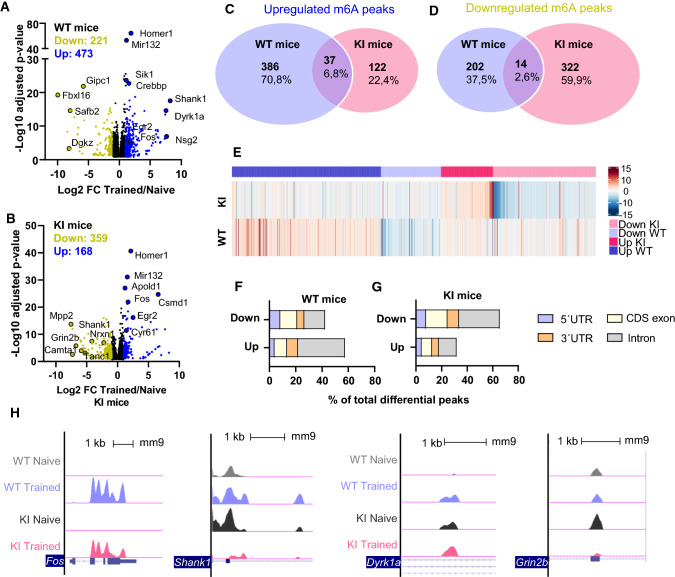
Symptomatic *Hdh*^+ /*Q111*^ (KI) mice exhibit prominent demethylation in response to behavioral training. Volcano plots of the differentially methylated peaks between trained and naive conditions in WT (**A**) and KI **(B**) 8-month-old animals. Names of representative genes are indicated. Venn diagram showing shared and unique differential (**C**) hypermethylated and (**D**) hypomethylated transcripts in WT and KI after training. **E** Heatmap representing the fold change of m6A methylation levels between trained and naive conditions in differentially methylated transcripts identified in WT and KI animals. Distribution analysis of the down- and up-regulated differential m6A peaks between naive and trained conditions in symptomatic disease stages in WT (**F**) and KI (**G**) mice along the four transcript segments: 5′UTR, CDS exon, 3′UTR, intron. Data are shown as percentage of total differential peaks. **H** UCSC Genome browser tracks showing representative differential m6A peaks (The y-axis represents normalized number of reads. Blue thick boxes represent the open reading frame while the blue line represents the untranslated regions (arrows point to the direction of transcription). Screening threshold: adjusted *p* value < 0.05 and log2 fold change > 1 or < − 1

When comparing trained versus naive conditions in both WT and *Hdh*^+*/Q111*^ mice, the percentage of m6A marked transcripts with differential mRNA expression was around 30% (Supplementary Fig. 8a), indicating that m6A might not affect RNA decay or stability in the remaining transcripts but could affect other aspects of RNA function or metabolism. The association between m6A methylation and mRNA expression in the m6A marked transcripts showed a positive and significant correlation between the magnitude of change in expression and the magnitude of m6A peak enrichment in upregulated mRNAs for both genotypes. In contrast, a statistically significant but weak correlation was found between the downregulated mRNA species and m6A peak enrichment, only for *Hdh*^+*/Q111*^ mice (Supplementary Fig. 8b and c). These results suggest that only the addition of m6A to RNA species in response to cognitive engagement correlates with their increased mRNA expression levels in both genotypes. We further analyzed the distribution of the differential m6A peaks along the transcripts. 

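Differential peaks after training at 8 months lie mostly in introns, 64.2% in WT and 55.6% in KI, and their spread over the transcript differs between the genotypes. At a log2 fold change above 2 introns held 57.4% in WT and 39.6% in KI, where the CDS held more (45.1%). Of the peaks that are higher after training, 72.6% in WT and 55.2% in KI were intronic (adjusted p = 0.00102, Fisher's exact test), and 13.7% and 29.1% were in the CDS (adjusted p = 6.2e-04). In the 5'UTR the shares were 0.995% in WT and 5.22% in KI (adjusted p = 0.0186), and in the 3'UTR 12.7% and 10.4%, without a difference. Of the peaks lower after training, 14.8% in WT and 5.07% in KI lay in the 5'UTR (adjusted p = 0.00123). Over higher and lower peaks together the 5'UTR held 5.31% in WT and 5.12% in KI, the 3'UTR 10.1% and 9.07%, and the CDS 20.4% and 30.2%, which were not tested. The other regions of the lower peaks did not differ, with introns at 45.6% and 55.7% (adjusted p = 0.0868). Differential regions were intronic more often than other called regions in both genotypes, with odds ratios of 3.25 in WT and 2.73 in KI (adjusted p = 1.7e-42 and 7.0e-24). A region per peak was set by its center in the order CDS, 3'UTR, 5'UTR, intron.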

Here, *Hdh*^+*/Q111*^ and WT mice show an equal distribution in CDS exon, 5’UTR and 3′UTR, with the most frequently occurring position being within introns (Fig. 4f and g). Nevertheless, in trained WT mice we observed a higher percentage of upregulated m6A peaks in introns compared with trained *Hdh*^+*/Q111*^ mice, which in turn showed a higher percentage of downregulated m6A peaks (Supplementary Fig. 8d). 

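In WT mice of 8 months the peaks higher after training are the most intronic of all sets at a log2 fold change beyond 1. Beyond 2 they were 70.3% intronic, below the lower peaks after training in WT of 5 months (79.2%) and those lower in trained KI than WT of 5 months (74.2%). The lower peaks of WT mice of 8 months are more often in the CDS (35.2%, adjusted p = 6.7e-08 against the higher peaks, Fisher's exact test). Intronic higher peaks include the channel gene Cacna1c, the scaffold Magi2 and Grip1, which the authors' deposited table lists at log2 fold changes of 2.05, 1.93 and 2.04. In the 3'UTR, which binds proteins that steer mRNA, 4.40% of the lower peaks were found (adjusted p = 0.00483 against the higher). In KI mice of 8 months the higher and the lower peaks did not differ in any region, with 30.7% of the lower ones in the CDS. Over all summits in genes, introns held 30.4% in trained WT and 27.4% in trained KI mice of 8 months. The number of intronic peaks rests on unspliced RNA as well as on m6A, and the amount of either was not analysed here.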

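Fos, Shank1, Dyrk1a and Grin2b stand for 4 kinds of response at 8 months. Fos, an immediate-early gene, has a higher CDS peak after training in both genotypes: the authors' deposited table lists log2 fold changes of 1.76 in WT (12:86816344-86817837) and 1.71 in KI (12:86816360-86817821), and the peak was called in 3 of 3 animals of each group. For the intron peak of the scaffold gene Shank1, the authors' deposited table lists 8.22 in WT (7:51575213-51575676) and -5.28 in KI (7:51575202-51575685). Calls of the Shank1 peak were alike in all groups, 3 of 3 trained and 2 of 3 naive WT, and 3 of 3 trained and 3 of 3 naive KI animals. For the kinase gene Dyrk1a the authors' deposited table lists an intron peak at 7.54 in WT (16:94851460-94851899), called in 3 of 3 trained and 1 of 3 naive WT animals. For the NMDA receptor gene Grin2b the authors' deposited table lists the CDS peak at -6.75 in KI (adjusted p = 1.73e-06), called in 1 of 3 trained and 3 of 3 naive KI animals. In Shank1, Dyrk1a and Grin2b the lower group stands at the lowest level of the tables, and their folds have no measured lower side. A CDS peak of Shank1 (7:51567864-51568525) goes the other way in WT, -1.72 in the authors' deposited table (adjusted p = 6.1e-04).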

To illustrate these results, four representative genes showing the m6A methylation pattern have been depicted (Fig. 4h).

Given the role of m6A methylation in synaptic signaling and potentiation during neuronal activation, we next explored the functional signature displayed by the differentially methylated transcripts using the Synaptic Gene Ontologies (SynGO) database. 

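Peaks that are higher after training in WT mice of 8 months lie in 423 genes, and a few of these are genes of release and of the postsynaptic density. For release the authors' deposited table lists Rims1 (3'UTR, log2 fold change 6.31) and Syt4 (7.31), and for the density Dlgap1 (7.40) and a peak of Gphn (1.97) called in 3 of 3 trained and 0 of 3 naive animals. The authors' deposited table lists an intronic peak of Grin2a (16:9581803-9582093) at 1.08, called in 3 of 3 trained and 1 of 3 naive animals. Higher peaks were found in 7 postsynaptic genes (Dlgap1, Grip1, Homer1, Lrrc4c, Lrrtm4, Magi2 and Shank1) and in 7 presynaptic genes (Nrxn2, Pclo, Rims1, Rims2, Stx1a, Syt4 and Syt9), adjusted p = 0.00119 each by Fisher's exact test. With logistic regression these were not kept (adjusted p = 0.682 and 0.29 by logistic regression with the number of regions). Voltage-gated channels passed in both directions, with 8 genes higher (adjusted p = 5.1e-04; adjusted p = 0.29 by logistic regression with the number of regions) and 4 lower (adjusted p = 0.0277; 0.565 by logistic regression). Glutamate receptors passed in both directions too, with 4 genes higher, among them Grin2a, Grm3 and Grm5 (adjusted p = 0.028; 0.787 by logistic regression) and 3 lower (adjusted p = 0.031; 0.652 by logistic regression). The interneuron genes Adarb2, Erbb4 and Kcnc2 had higher peaks (adjusted p = 0.0185; 0.29 by logistic regression). The choroid plexus gene Clic6 stood at 2.64 in the authors' deposited table, called in 3 of 3 animals of both groups.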

We observed that training-induced hypermethylated genes in WT mice were significantly enriched in “synaptic organization,” “synaptic signaling” and “presynaptic and postsynaptic processes” (Fig. 5a), when compared to enriched hypermethylated genes in *Hdh*^+*/Q111*^ mice (Fig. 5c). By contrast, in *Hdh*^+*/Q111*^ mice, synaptic processes involving “organization” and “synaptic signaling” were enriched for hypomethylated genes (Fig. 5b, d). 

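In KI mice of 8 months the peaks lower after training include adhesion and release genes. The authors' deposited table lists Synpr (log2 fold change -1.76), Nrxn3 (-1.46), Unc13b (-1.10) and Ppfia2 (-1.02), and 5 presynaptic genes had a lower peak (adjusted p = 0.0346, Fisher's exact test; adjusted p = 0.496 by logistic regression with the number of regions). Synpr, Nrxn3 and Unc13b were called in 0 of 3 trained and 3 of 3 naive KI animals. The authors' deposited table lists an intronic peak of Grin2a at -2.24 and a peak of Mdga2 at -1.86, while a peak of Grm5 is listed at 1.05 there. The same Grin2a peak is higher in naive KI than in naive WT mice of 8 months, and both comparisons hold the same naive KI animals. Postsynaptic genes with a lower peak numbered 3 and did not pass (adjusted p = 0.338, Fisher's exact test). Glutamate receptors passed among the higher peaks, with Grik3, Grm4 and Grm5 (adjusted p = 0.0346; adjusted p = 0.39 by logistic regression with the number of regions). In simulated lists of this comparison without any planted excess Fisher's test gave a p under 0.05 in 12.5% and logistic regression in 5.5% (200 lists). The 300 differential genes of each run were simulated as well as the 40 list genes. These rates thus describe the simulation, and were not measured for the real lists.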

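At 5 months training went with more lower than higher peaks in both genotypes, 100 higher and 379 lower in WT and 139 and 670 in KI. Immediate-early genes were higher all the same: the authors' deposited table lists Egr2 at log2 fold change 1.77, Homer1 at 1.72, Fos at 1.50 and Arc (CDS, 15:74501091-74503010) at 1.18 in WT, and Egr2 at 1.89 and Homer1 at 1.50 in KI. In WT 10 of 38 had a higher peak (adjusted p = 2.78e-11, Fisher's exact test; 1.01e-11 by logistic regression), and in KI 6 of 38 (adjusted p = 2.79e-05; 5.16e-05 by logistic regression). Both genotypes shared 8 regions that were higher (0.333 by chance, p = 1.62e-09) and 20 that were lower (6.09 by chance, p = 4.02e-06, Fisher's exact tests), while over 1717 peak pairs listed in both with p up to 0.05 the folds had the same sign in 50.4% (Spearman rho = 0.40). Glutamate receptor genes were among the lower peaks in both, 7 in WT (adjusted p = 6.59e-05; 0.202 by logistic regression) and 12 of 24 in KI (adjusted p = 7.87e-09; 0.0193 by logistic regression). For these the authors' deposited table lists Gria1 at -1.17 in WT and Grin2b down to -1.50 in KI. An intronic peak of the interneuron gene Adarb2 was lower in WT too (-3.82 in the authors' deposited table). In KI the lower peaks held 8 splicing factor genes, among them Celf4, Nova2 and Rbfox1 (adjusted p = 0.00106; 0.0339 by logistic regression). Choroid plexus genes were lower in KI as well, Clic6, Kl and Otx2 (adjusted p = 0.0104; 0.00229 by logistic regression), which the authors' deposited table lists at -2.40, -1.21 and -1.72. Other lists that passed were GABA genes higher in WT (3 genes, adjusted p = 0.00353; 0.017 by logistic regression), and presynaptic (adjusted p = 0.0203; 0.754 by logistic regression) and channel genes lower in WT (adjusted p = 0.0389; 0.806 by logistic regression). In KI postsynaptic (11 genes, adjusted p = 1.47e-05; 0.852 by logistic regression), presynaptic (8 genes, adjusted p = 0.00171; 0.852 by logistic regression) and channel genes were lower (7 genes, adjusted p = 0.0159; 0.984 by logistic regression). Postsynaptic genes also passed among the higher peaks, 4 in WT (adjusted p = 0.00353; 0.0601 by logistic regression) and 3 in KI (adjusted p = 0.03; 0.842 by logistic regression).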

A similar gene ontology signature of hypomethylation after behavioral training was observed in *Hdh*^+*/Q111*^mice at the age of 5 months, further supporting the idea that m6A methylation is altered during neuronal activity in *Hdh*^+*/Q111*^ mice (Supplementary Fig. 9a–f and Supplementary Tables 16 and 17). These results indicate that the HD mutation impacts on the regulation of m6A methylation, decreasing in synaptic mRNAs after cognitive engagement, which might critically contribute to synaptic and memory dysfunction in *Hdh*^+*/Q111*^ mice.

**Fig. 5:**
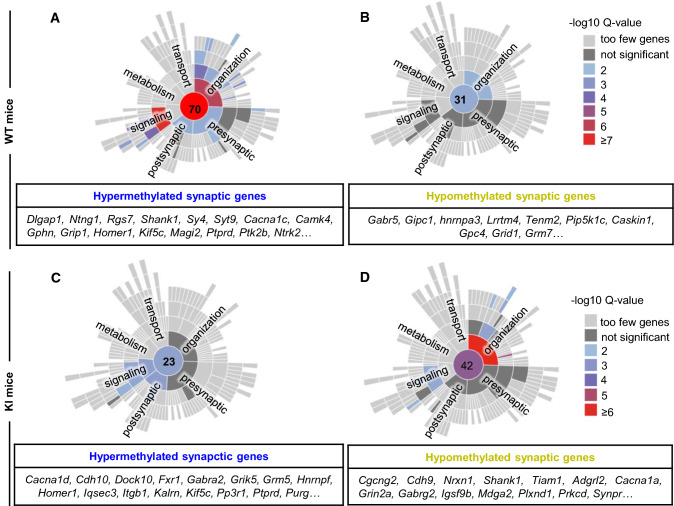
Functional analyses of synaptic genes and gene enrichment of differentially methylated transcripts in trained symptomatic *Hdh*^+*/Q111*^ (KI) mice. Sunburst plots for synaptic GO of differentially hypermethylated (**A**, **C**) and hypomethylated (**B**, **D**) genes in response to the OLT training in 8-month-old WT mice (**A**, **B**) and KI mice (**C**, **D**). In response to the behavioral training task, WT mice show an increased number of hypermethylated genes enriched in synaptic terms, whereas in KI mice genes enriched in synaptic terms are hypomethylated. Numbers in the center indicate number of genes enriched in synaptic terms. Tables below indicate most relevant synaptic genes. GO analysis was performed with the SynGo knowledgebase. Screening threshold: adjusted *p* value < 0.05 and log2 fold change > 1 or < − 1. *GO* gene ontology

Finally, since the acquisition of spatial memories during the cognitive training task is known to be modulated by activity-dependent modifications of *cornu ammonis* 1 (CA1) synapses [73], we performed data integration of MeRIP-seq data from 8-month-old WT and *Hdh*^+*/Q111*^ mice after training with data from a cell type-specific CA1 hippocampal transcriptomic database [74]. This analysis showed that at 8 months, transcripts enriched in CA1 neurons, which present structural and functional synaptic deficits in HD [11–13, 70], were highly and significantly overlapping with training-induced hypermethylated transcripts in WT mice, while a lower enrichment was found in *Hdh*^+*/Q111*^ mice hippocampus (48 genes enriched in CA1 neurons in WT mice and 11genes in *Hdh*^+*/Q111*^ mice) (Fig. 6a). In addition, hypomethylated transcripts were also associated with CA1 neuronal-enriched transcripts in WT hippocampus while *Hdh*^+*/Q111*^ hypomethylated transcripts were enriched in both CA1 neuronal and glial enriched transcripts after training (Fig. 6b). Together, these results indicate that m6A dysregulation affects CA1 neuronal transcripts in *Hdh*^+*/Q111*^ mice suggesting a role of m6A in transcriptional remodeling underlying acquisition of spatial memory.

**Fig. 6:**
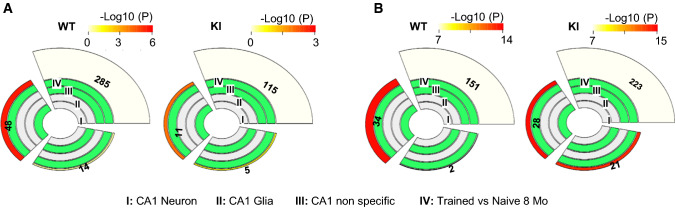
Differential methylated transcripts in *Hdh*^+/*Q111*^(KI) mice in response to training are enriched in CA1 neurons. Multi-layer pie charts showing integration of hypermethylated transcripts (**A**) and hypomethylated transcripts (**B**) from 8-month-old WT and KI mice subjected to behavioral training with cell-type-specific CA1 hippocampal transcriptomic database. Outer levels indicate degree of correlation between the levels marked in green (indicated as − Log10 (*p* value)). The size of each item represents its contribution (number of m6A-modified transcripts) to the inner parent category. Screening threshold: adjusted *p* value < 0.05 and log2 fold change > 1 or < − 1

### Subcellular expression of FTO is modulated in WT but not ***Hdh***^+***/Q111***^ mice following a hippocampal cognitive training task

Regulation of m6A in response to sensory experience and learning is supported by methyltransferases and demethylases [28, 35, 75, 76]. To define whether altered m6A methylation patterns in *Hdh*^+*/Q111*^ mice were related with changes in the levels of m6A-modifying proteins, expression of METTL14 and FTO was analyzed in WT and *Hdh*^+*/Q111*^ mice hippocampus under naive and training conditions. Since both enzymes are enriched in the nucleus [25, 27], subcellular fractionation assays in hippocampal lysates were performed to determine the levels of nuclear METTL14 and FTO. At 5 months of age, similar levels of FTO and METTL14 were found in nuclear fractions between genotypes and conditions (Supplementary Fig. 10a–c). By contrast, at 8 months of age a significant increase of both proteins was observed in WT mice in response to hippocampal training while no significant changes were detected in *Hdh*^+*/Q111*^ mice (Fig. 7a–c). Since FTO and METTL14 have also been found in synapsis and distal neuronal processes [36, 40] and given the changes detected at 8 but not 5 months of age following training, we next analyzed the levels of both m6A regulatory enzymes in postsynaptic density (PSD) and non-PSD fractions (Fig. 7d–g). We observed that FTO levels decrease in the postsynaptic fraction in WT mice after training while no changes were observed in *Hdh*^+*/Q111*^ mice (Fig. 7d, e). Altogether, these findings indicate that at a symptomatic stage characterized by hippocampal cognitive deficits, *Hdh*^+*/Q111*^ mice display altered protein levels of FTO and METTL14.

**Fig. 7:**
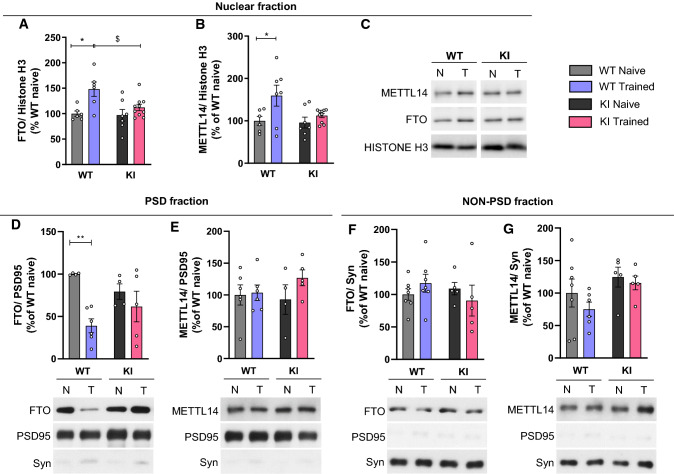
Nuclear and post-synaptic levels of the m6A modifying proteins do not change upon training in symptomatic *Hdh*^+*/Q111*^ (KI) mice. Western Blots for METTL14 and FTO in **A**–**C** nuclear enriched fractions, **D**, **E** post-synaptic (PSD) and **F**, **G** non-PSD fractions from hippocampus of 8-month-old mice subjected to the training in the OLT. **A**–**C** Nuclear fraction was normalized to Histone H3. Two-way ANOVA reported a significant training effect in FTO levels (*F*(1,25) = 10.96, *p* = 0.0028) and in METTL14 levels (*F*(1,26) = 7.101, *p* = 0.0131) (*n* = 6–10 animals/condition). Right: Representative immunoblots **D**, **E** PSD fraction was normalized to PSD95. Two-way ANOVA reported a significant training effect in FTO levels (*F*(1,15) = 11.21, *p* = 0.0044) (*n* = 4–6 animals/condition). Below the graphs: Representative immunoblots (**F**, **G**). Non-PSD fraction was normalized to synaptophysin. (*n* = 5–7 animals/condition). Below the graphs: Representative immunoblots. Data were analyzed using Tukey as a post hoc test. *p < 0.05 and **p < 0.01 compared with WT naive mice. ^$^*p* < 0.05 compared with WT-trained mice. Data are presented as mean ± SEM. *N* naïve, *T* trained, *Syn* synaptophysin

### Inhibition of m6A demethylation in hippocampal CA1 region improves exploratory behavior and spatial memory in ***Hdh***^+***/Q111***^ mice

In view of the results showing decreased levels of m6A methylation in synaptic-related genes in trained *Hdh*^+*/Q111*^ mice, we hypothesized that synaptic and cognitive defects in HD mice could be related with a dysregulation of m6A modification dynamics. To test our hypothesis, we investigated the effect of FTO knockdown on the hippocampal-dependent memory deficits previously described in *Hdh*^+*/Q111*^ mice [13]. Adeno-associated viruses (AAV) encoding eGFP scramble control shRNA or shFTO were injected bilaterally into the dorsal hippocampus of WT and *Hdh*^+*/Q111*^ mice at 8 months (Fig. 8a). To test the efficiency of shRNA in knocking down FTO expression, we measured by immunofluorescence intensity the levels of FTO levels in the CA1 region following shFTO injection. A significant reduction of around 30% was found when compared to scramble control (Fig. 8b). Moreover, immunofluorescence co-labelling studies of FTO and m6A confirmed that m6A immunoreactivity was reduced in the pyramidal neurons of the CA1 in *Hdh*^+*/Q111*^ mice compared with WT mice while increased in *Hdh*^+*/Q111*^ mice following shFTO injection (Fig. 8c). To study the effect of FTO knockdown in the hippocampus, we first analyzed spatial memory by the OLT (Fig. 8d) [77, 78]. During training, all mice similarly explored both objects, indicating no object or place preferences between genotypes (Supplementary Fig. 11a and b). However, *Hdh*^+*/Q111*^ mice displayed decreased total exploration time (Supplementary Fig. 11c). When long-term spatial memory was assessed 24 h after training, *Hdh*^+*/Q111*^ mice injected with AAV control shRNA exhibited a significantly lower preference for the object displaced to the new location when compared to WT mice and *Hdh*^+*/Q111*^ mice injected with AAV shFTO (Fig. 8e), confirming previous results from our lab showing hippocampal-dependent deficits in *Hdh*^+*/Q111*^ mice [13, 16]. Importantly, FTO knockdown in *Hdh*^+*/Q111*^ mice lead not only to a significant preference for the new object location but also to an increase in total exploration time indicating that recovery of m6A levels in *Hdh*^+*/Q111*^ mice rescue spatial memory deficits (Fig. 8e, f). Similar results were obtained when we evaluated recognition memory by Novel Object Recognition Test (NORT) (Fig. 8g) [79]. No significant object preference between genotypes was found during the training period, while a significant decrease in total exploration time was observed in *Hdh*^+*/Q111*^ compared to WT mice (Supplementary Fig. 11d–f). Twenty-four hours after training, *Hdh*^+*/Q111*^ mice injected with AAV control shRNA exhibited a significantly lower preference for the novel object compared with WT mice and with *Hdh*^+*/Q111*^ mice injected with AAV shFTO (Fig. 8h), indicating preserved long-term recognition memory in *Hdh*^+*/Q111*^ mice with normalized levels of FTO and restored levels of m6A. As previously observed during OLT test, memory rescue was accompanied by an increase in exploratory behavior (Fig. 8i). Taken together, these data show that modulation of m6A levels in symptomatic *Hdh*^+*/Q111*^ mice by knockdown of FTO expression in the CA1 of the dorsal hippocampus restores HD spatial and recognition memory.

**Fig. 8:**
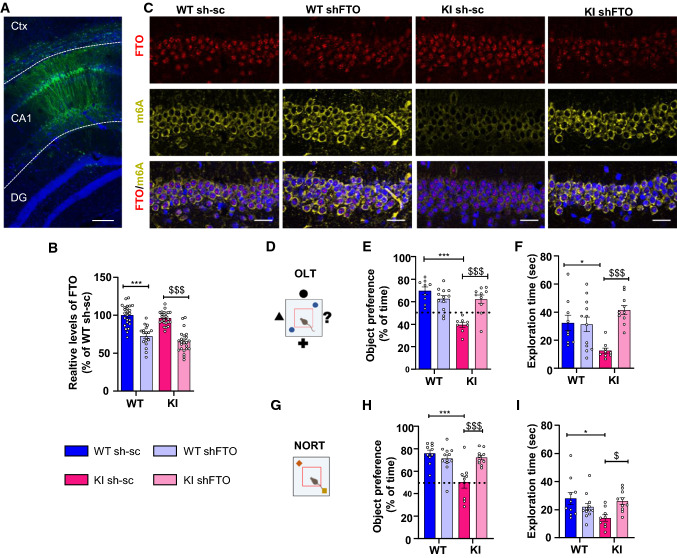
Targeted knockdown of FTO in the dorsal hippocampus of *Hdh*^+*/Q111*^ (KI) mice rescues spatial memory deficits at 8 months of age. **A** Representative image showing AAV injection site in the CA1. Immunological staining shows GFP (green) and DAPI (blue). Scale bar 150 µm. **B** Relative levels of nuclear FTO (Integrated Optical Density) in the CA1 of injected mice. Two-way ANOVA reported a significant treatment effect (shFTO) (*F*(1,128) = 92.73, *p* < 0.0001) (*n* = 3–4 animals/condition) (3 slices/animal were analyzed, 2 images for each slice). **C** Representative confocal images of dorsal CA1 transduced with sh-sc or shFTO in WT and KI mice. Triple staining showing FTO (red), m^6^A (yellow) and DAPI (blue). Scale bar 5 µm. Schematic illustration of OLT (**D**) and NORT (**G**) behavioral assessment. **E** Percentage of time exploring the displaced object for WT sh-sc, WT shFTO, KI sh-sc and KI shFTO. Two-way ANOVA reported a significant interaction effect (*F*(1,35) = 21.00, *p* < 0.0001), a significant treatment effect (shRNA) (*F*(1,35) = 5.819, *p* = 0.0212) and a significant genotype effect (*F*(1, 35) = 22.55, *p* < 0.0001). **F** Exploration time (sec) during the testing session of OLT. Two-way ANOVA reported a significant interaction effect (*F*(1, 36) = 11.63, *p* = 0.0016) and a significant treatment effect (shRNA) (F(1, 36) = 10.09, p = 0.0031. **H** Percentage of time exploring the new object for WT sh-sc, WT shFTO, KI sh-sc and KI shFTO. Two-way ANOVA reported a significant interaction effect (*F*(1,37) = 14.08, *p* = 0.0006), a significant treatment effect (shRNA) (*F*(1, 37) = 6.154, *p* = 0.0178) and a significant genotype effect (*F*(1,37) = 12.22, *p* = 0.0012). **I** Exploration time (sec) during the testing session of NORT for WT sh-sc, WT shFTO, KI sh-sc and KI shFTO. Two-way ANOVA reported a significant interaction effect (*F*(1,37) = 8.840, *p* = 0.0052). Dashed line shows chance levels for exploration. Two-way ANOVA with Tukey’s multiple comparisons test; *p < 0.05 and ***p < 0.001 compared with WT sh-sc mice; ^$^*p* < 0.05 and ^$$$^*p* < 0.001 compared with KI sh-sc mice. Data are presented as mean ± SEM (*n* = 9–12 per genotype). *DG* dentate gyrus

## Discussion

Our study provides for the first time, evidence of m6A hypermethylation in relevant HD and synaptic-related genes in the hippocampal transcriptome of *Hdh*^+*/Q111*^ mice. We also found that m6A is aberrantly regulated in an experience-dependent manner in the HD hippocampus leading to demethylation of important components of synapse organization which could underlie HD cognitive deficits. In agreement with these data, we show that FTO knockdown in HD mice improves hippocampal spatial and recognition memories. Overall, these findings suggest that m6A RNA modifications represent a new RNA post-transcriptional signature underlying gene expression dysregulation and cognitive deficits in HD.

Here, we identified in a HD mice model, hypermethylation in several transcripts of genes previously described to be altered in HD such as, *Pde10a* [80, 81], *Eif3b* [82], *Kalrn* [47], *Ntrk2* [83], *Grin2b* [84, 85], *Dyrk1a* [86] and *Htt* itself. These findings suggest a possible contribution of m6A modifications in the HD physiopathology. To date studies in Alzheimer´s and Parkinson´s Disease have suggested that m6A dysregulation is a common feature of many neurodegenerative diseases [42, 46] and have emphasized the importance of an appropriate m6A equilibrium for an accurate hippocampal function. Accordingly, we have shown that hypermethylated transcripts in symptomatic *Hdh*^+*/Q111*^ mice under naive conditions are enriched in synapse-related functions, supporting a role of m6A in mediating HD synaptic and memory deficits. This finding reveals a new layer of dysregulation in the expression of synaptic genes, a process previously associated in HD to changes in the activity or levels of transcription factors and epigenetic modifications [14–16, 87, 88]. Indeed, recent studies have revealed that m6A is present in the synaptic transcriptome, modifying in a selective manner different transcripts and shaping the synaptic proteome [40], which support our hypothesis that disruption or dysregulation of m6A modifications would impact memory processes in HD mice. In this regard, behavioral studies have demonstrated the activity-dependent nature of neuronal m6A in response to behavioral experience and memory formation in different brain regions [35, 36, 76]. In accordance, we found that mRNA methylation was actively regulated in the dorsal hippocampus of both WT and *Hdh*^+*/Q111*^ mice in response to spatial learning, though a different m6A pattern was observed in the transcriptome of *Hdh*^+*/Q111*^ mice when compared to WT mice. Thus, although both genotypes showed similar methylation in IEGs and synaptic genes known to be target of m6A modifications [39, 76, 89, 90], *Hdh*^+*/Q111*^ mice failed to increase methylation or induced demethylation of some synaptic genes critical for proper learning. Since an increase of m6A in the mouse hippocampus or prefrontal cortex in response to learning has been associated with the constrain of the sorting efficiencies or turnover of nascent RNAs, the reduced m6A methylation observed in *Hdh*^+*/Q111*^ hippocampus could indicate that the degradation and stability of several synaptic genes is affected in these mice.

An interesting finding of this study is the consistent and differentially methylated peak in intron 1 of m*Htt,* in both 5- and 8-month-old *Hdh*^+*/Q111*^ naive and trained mice. Remarkably, studies have shown that the increased number of CAG repeats in *mHtt* leads to a slower transcription rate of RNA polymerase II in this intronic region [91]. In turn, slow transcription speeds have been associated to an elevated m6A content [92] pointing to a possible link between the number of CAG repeats and m6A deposition in Htt intron. This evidence further strengthens the contribution of m6A in HD physiopathology, although its function on Htt RNA fate remains to be investigated.

RNA m6A methylation can have mixed effects beyond regulation of transcript abundance. Indeed, the specific location of m6A can determine alternative polyadenylation usage [65, 93], deadenylation-mediated RNA degradation [64], and alternative splicing [34, 67]. In this sense, when comparing naive WT and *Hdh*^+*/Q111*^ mice, we observed a differential m6A methylation in the distinct transcript regions (5´ and 3´UTR, exons and introns), which could induce such effects on downstream mRNA processing and metabolism in the HD condition. Supporting this possibility, we found several transcripts hypermethylated that have previously been described to be affected by mis-splicing or polyA changes [18, 21]. Majority of the m6A peaks of the methylated transcripts that overlap with mis-spliced genes are found in introns and exons, which are more likely to undergo alternative splicing as previously described [29]. Indeed, m6A modifications in introns are associated with long, slowly processed introns and alternative splicing events [67].

Our data also suggest a possible role of m6A in the activity-dependent alternative splicing processes required to achieve homeostatic control of neuronal output in health and diseased states. We observed under training conditions that most upregulated or downregulated peaks in WT and *Hdh*^+*/Q111*^ mice occur in introns. In the mammalian nervous system, alternative pre-mRNA splicing generates distinct functional isoforms that play key roles in normal physiology, supporting development, plasticity, complex behaviors, and cognition [94]. Strikingly, among the differential methylated genes in *Hdh*^+*/Q111*^ mice after training we identified *Shank1* and *Nrxn1*. Shank 1, which plays an important role as scaffold protein in the formation of the PSD, contains diverse domains that appears to be regulated by alternative splicing [95]. Neurexin 1 (*Nrxn1*) also generates isoforms by alternative splicing enhancing postsynaptic NMDA-receptor-mediated synaptic responses [96]. All this evidence supports our hypothesis that m6A dysregulation could affect the fine tune of alternative splicing in *Hdh*^+*/Q111*^ mice, both under naive and trained conditions.

To understand the differential dynamic nature of the m6A RNA modifications observed in *Hdh*^+*/Q111*^ mice, we investigated the protein expression levels of FTO and METTL14 at different disease stages. In accordance with evidence showing correlation between abundance of METTL3 and METTL14 and learning efficiency in mouse hippocampus [39], we found increased nuclear METTL14 levels in WT mice after training. Importantly, this nuclear increase in the levels of METTL14 in response to neuronal activity demands during learning was not observed in *Hdh*^+*/Q111*^ mice and could be associated to the reduced methylation of transcripts observed after training. On the other hand, our data show that in WT mice after a memory-inducing activity, FTO levels rapidly increase in the nucleus and decrease in postsynaptic fractions. Within the nucleus, the observed increase of FTO levels in WT mice could clearly underlie synaptic remodeling by RNA processing as previous studies reported that overexpression of FTO results in increased co-localization with RNA processing factors [97]. On the contrary, memory-inducing activity is also known to rapidly decrease FTO in synapses increasing m6A to facilitate translation [35, 36, 76]. These local changes in FTO that are observed in response to behavioral experiences are also compatible with a role in regulation of synaptic plasticity in memory functions [75]. Remarkably, in *Hdh*^+*/Q111*^ mice FTO levels remain unchanged and steady FTO levels likely maintain a demethylation activity that would inhibit or disrupt translation or proper processing of synaptic genes which have already been described to be altered in HD [98–100].

Consistent with this dysregulation of FTO levels in *Hdh*^+*/Q111*^ mice, we detected an increased demethylation pattern in critical genes involved in memory processes and enriched in CA1 neurons. In accordance, FTO knockdown in CA1 region before training was sufficient to enhance spatial and recognition memory in *Hdh*^+*/Q111*^ mice. Interestingly, FTO knockdown improved the exploratory behavior in *Hdh*^+*/Q111*^ mice raising the question whether the enhanced memory observed by FTO knockdown was due to this increased exploratory behavior. It is known that processes like exploration, novelty and choice affects hippocampal function and memory via dopaminergic signaling which can be modulated by FTO [101–105]. Alterations in hippocampal dopaminergic signaling in HD mice has been reported to participate in hippocampal-dependent learning and memory deficits [106]. Hence, we hypothesize that FTO knockdown in CA1 neurons increased methylation of genes involved in the control of dopamine circuitry neurotransmission during training, promoting exploratory behavior and facilitating learning. Further analysis of FTO target genes in HD mice would provide better understanding of the signaling pathways affected by FTO dysregulation during memory formation in the affected HD brain.

The m6A dysregulation demonstrated in this study provides a missing signature that might define the aberrant post-transcriptional events underlying neuronal dysfunction in HD. Furthermore, our results open new avenues of investigation into the pathophysiological function of m6A during disease progression which might guide the development of new therapeutic strategies for HD.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

## Data Availability

The sequence data, narrow Peak, and alignment data supporting the conclusions of this article are available in the NCBI GEO repository under the accession code GSE175618.

# Supplementary material for: Altered m6A RNA methylation contributes to hippocampal memory deficits in Huntington’s disease mice
**Source:** Cell Mol Life Sci. 2022 Jul 11;79(8):416. doi: 10.1007/s00018-022-04444-6
**Supplement:** Supplementary file 1 — Supplementary file1

5 mo.

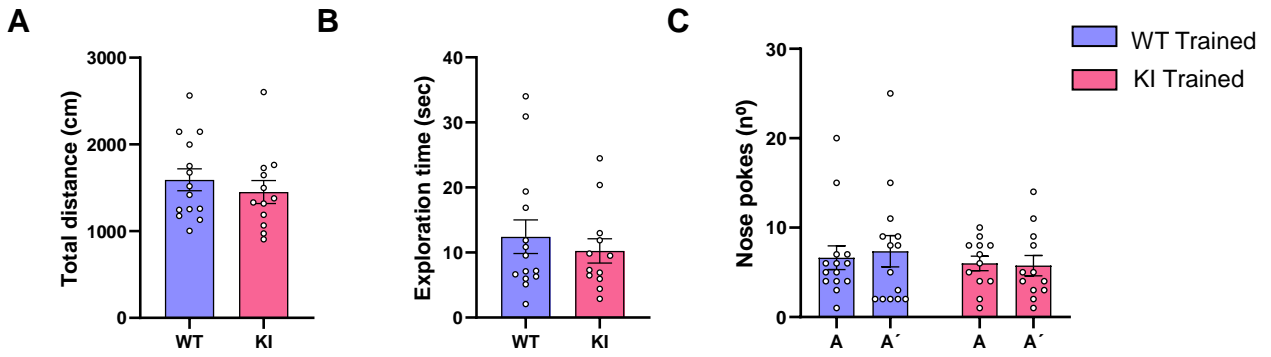

8 mo.

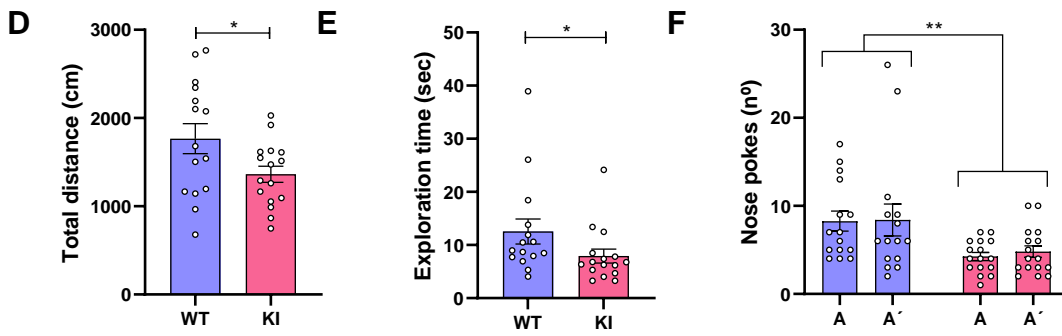

**Supplementary Figure 1. Behavior analysis of WT and  $Hdh^{+Q111}$  (KI) mice during the training on the OLT.** (A-C) Total distance traveled (cm) in the open field arena (A), exploration time of the objects (sec) (B) and number of nose pokes to objects A and A' (C) during the training of 10 minutes on the OLT for WT and KI mice at 5 months of age. (D-F) Total distance traveled (cm) in the open field arena (D), exploration time of the objects (sec) (E) and number of nose pokes to objects A and A' (F) during the 10 minutes of training on the OLT for WT and KI mice at 8 months of age. No object preference could be detected. Significant differences were found between genotypes at 8 months of age in the total distance travelled (Student's two-tailed t-test,  $p=0.0426$ ), the exploration time (Mann-Whitney test,  $p=0.0157$ ) and the number of nose pokes to the objects (Two-way ANOVA reported a significant genotype effect ( $F(1,58)=11.59$ ,  $p=0.0012$ )). Data represent the mean  $\pm$  SEM (5 months:  $n=12-14$  per genotype; 8 months:  $n=15-16$  per genotype).

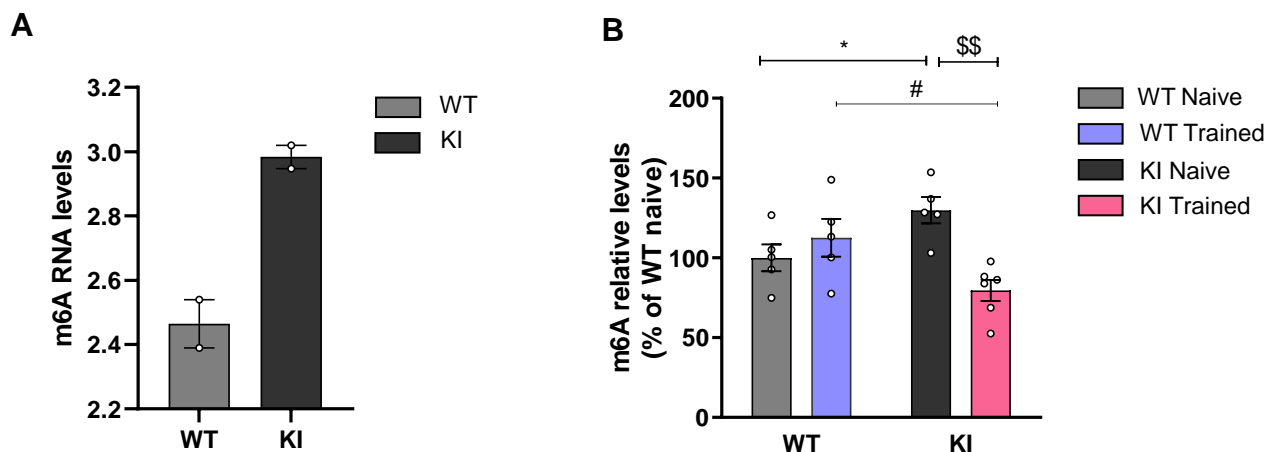

**Supplementary Figure 2. m6A RNA modification levels in hippocampal RNA derived from 8 months old mice.** (A) Histogram depicts the hippocampal levels of m6A in total RNA measured via LC-MS/MS in 8 months old mice under basal conditions (no cognitive training). m6A RNA levels:  $n/10^4$  rNS (number of modified ribonucleosides per  $10^4$  unmodified ribonucleosides). Specific measurement of only m6A ( $n = 2$  animals/genotype). (B) Global m6A assay on total hippocampal RNA from naive and trained WT and KI mice ( $n=5-6$ /condition). KI mice show a significant decrease in m6A levels after the OLT training task. Two-way ANOVA with Tukey's multiple comparisons test; Two-way ANOVA reported a significant interaction effect ( $F(1,17)=12.69$ ,  $p=0.0024$ ) and a significant training effect ( $F(1,17)=4.574$ ,  $p=0.0473$ ); \* $P < 0.05$  compared with WT naive mice.  $^{**}P < 0.01$  compared with KI naive mice.  $^{\#}P < 0.05$  compared with WT trained mice. Data are presented as mean  $\pm$  SEM.

A

| KI vs WT Naive                         | 5 mo | 8 mo |
|----------------------------------------|------|------|
| DE mRNA with m6A changes               | 201  | 123  |
| DE mRNA                                | 529  | 327  |
| DMET genes                             | 419  | 526  |
| % of m6A tagged genes with RNA changes | 47   | 23   |
| % of RNA species with m6A changes      | 38   | 37   |

B

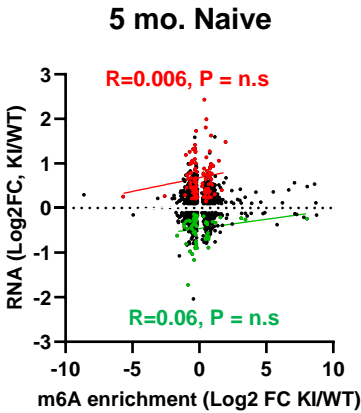

C

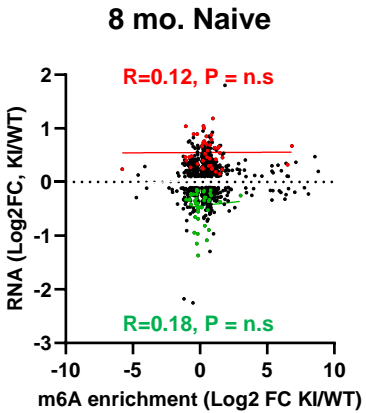

D

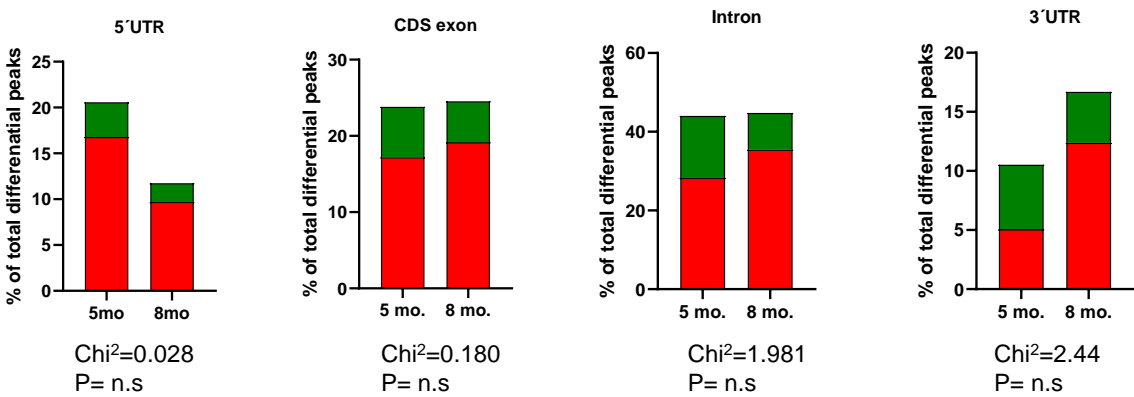

**Supplementary Figure 3. Distribution analysis of m6A peaks and correlation analysis between mRNA expression levels and m6A peak enrichment in naive mice.** (A) Table showing comparison of differential mRNA expression with differential m6A peaks in 5- and 8- months old naive mice (KI vs WT). (B,C) Correlation between the FC of mRNA abundance in KI mice relative to WT mice and the log2 ratio of m6A enrichment in naive 5- (B) and 8- (C) months old mice. Green, red and black dots represent downregulated peaks in KI mice, upregulated peaks, and non-differential peaks, respectively. P values were calculated from a Pearson's product-moment correlation. No significant correlation between mRNA expression and m6A peaks could be detected. (D) Differential distribution analysis of the down- and up-regulated m6A peaks (KI vs WT) between 5- and 8- months old mice in four transcript segments: 5'UTR, CDS exon, 3'UTR, intron. Data is shown as percentage of total differential peaks. Green represents downregulated peaks and red represents upregulated peaks in KI mice. Statistical analysis was performed using Chi<sup>2</sup>. All the differential m6A peaks show similar distribution at 5- and 8- months of age. DE, differential expression; DMET, differentially methylated genes.

Supplementary Figure 3

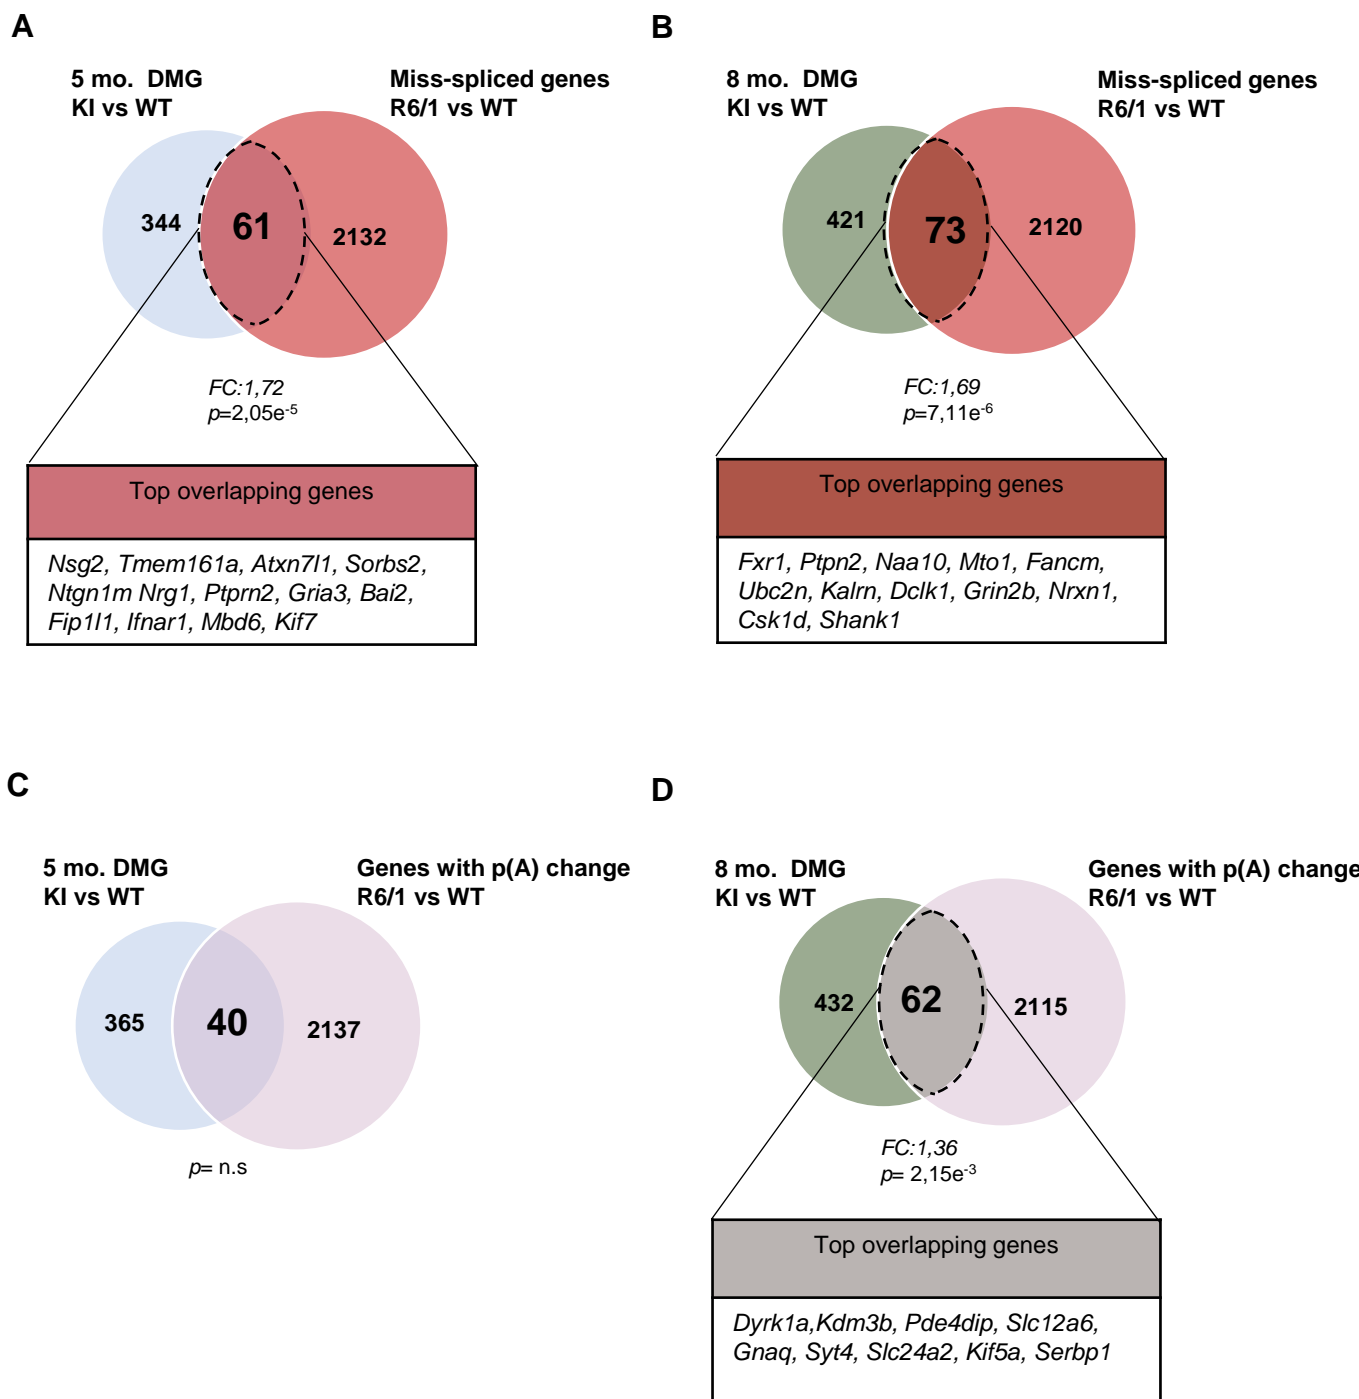

**Supplementary Figure 4. Differential m6A peaks are enriched in genes described to be aberrantly processed in HD.** (A,B) Venn diagram of the overlap of differential m6A marked genes between WT and KI mice at 5- (A) and 8- (B) months of age with mis-spliced genes in the striatum of 3,5 months old R6/1 HD mice (RNAseq data from Elorza et al., 2021 (18)). Tables below diagrams indicate top overlapping genes (genes with highest FC in m6A levels). (C,D) Venn diagram of the overlap of differential m6A marked genes between WT and KI mice at 5- (C) and 8- (D) months of age with genes with altered poly(A) tail length in the striatum of 7-8 months old R6/1 HD mice (RNAseq data from Picó S et al 2021 (21)). Table below diagram indicates top overlapping genes at 8 months of age (genes with highest FC in m6A levels). Correlation analysis was performed with the hypergeometric p-value calculator of the Graeber Lab. FC and p-values are indicated below each Venn diagram. DMG: Differential methylated genes

| A                                                         |                     |             |
|-----------------------------------------------------------|---------------------|-------------|
| Top diseases and Bio Functions 5 mo. naive hypomethylated |                     |             |
| Diseases and disorders                                    | p-value range       | # molecules |
| Cancer                                                    | 2.69E-02 - 2.14E-06 | 12          |
| Organismal injury and abnormalities                       | 3.49E-02 - 2.14E-06 | 55          |
| Reproductive system disease                               | 2.69E-02 - 2.14E-06 | 12          |
| Immunological disease                                     | 3.25E-02 - 1.19E-04 | 14          |
| Inflammatory disease                                      | 3.29E-02 - 1.19E-04 | 14          |
| Molecular and cellular functions                          |                     |             |
| Cell to cell signaling and interaction                    | 3.57E-02 - 8.95E-06 | 26          |
| Cellular function and maintenance                         | 3.59E-02 - 1.74E-04 | 28          |
| Cellular growth and proliferation                         | 3.59E-02 - 2.89E-04 | 24          |
| Cell morphology                                           | 3.60E-02 -3.50E-04  | 27          |
| Cell death and survival                                   | 3.22E-02 -8.02E-04  | 21          |
| Physiological system development and function             |                     |             |
| Nervous system development and function                   | 3.36E-02 - 8.95E-06 | 21          |
| Behavior                                                  | 3.22E-02 - 1.74E-04 | 10          |
| Hematological system development and function             | 3.59E-02 - 1.74E-04 | 15          |
| Embryonic development                                     | 3.59E-02 - 2.89E-04 | 24          |
| Organ development                                         | 3.59E-02 - 2.89E-04 | 24          |

| C                                                         |                     |             |
|-----------------------------------------------------------|---------------------|-------------|
| Top diseases and Bio Functions 8 mo. naive hypomethylated |                     |             |
| Diseases and disorders                                    | p-value range       | # molecules |
| Immunological disease                                     | 2.50E-02 - 2.59E-04 | 3           |
| Organismal injury and abnormalities                       | 4.93E-02 - 2.59E-04 | 39          |
| Cardiovascular disease                                    | 3.72E-02 - 6.16E-04 | 7           |
| Ophtalmic disease                                         | 4.93E-02 - 6.16E-04 | 4           |
| Connective tissue disroders                               | 2.91E-02 – 2.02E-03 | 3           |
| Molecular and cellular functions                          |                     |             |
| Carbohydrate metabolism                                   | 4.57E-02 - 1.45E-05 | 3           |
| Cell death and survival                                   | 4.93E-02 - 1.75E-05 | 6           |
| Lipid metabolism                                          | 3.31E-02 - 1.75E-05 | 4           |
| Samll molecule biochemistry                               | 4.93E-02 - 1.75E-05 | 11          |
| Drug metabolism                                           | 2.91E-02 – 5.22E-05 | 3           |
| Physiological system development and function             |                     |             |
| Tissue morphology                                         | 4.93E-02 - 1.73E-04 | 23          |
| Hematological system development and function             | 4.93E-02 - 2.59E-04 | 9           |
| Lymphoid tissue structure and development                 | 4.93E-02 - 2.59E-04 | 5           |
| Behavior                                                  | 4.19E-02 - 3.25E-04 | 13          |
| Cardiovascular system development and function            | 4.53E-02 - 6.16E-04 | 10          |

| B                                                          |                     |             |
|------------------------------------------------------------|---------------------|-------------|
| Top diseases and Bio Functions 5 mo. naive hypermethylated |                     |             |
| Diseases and disorders                                     | p-value range       | # molecules |
| Developmental disorder                                     | 1.43E-02 - 2.43E-06 | 42          |
| Organismal injury and abnormalities                        | 1.56E-02 - 2.43E-06 | 94          |
| Neurological disease                                       | 1.56E-02 - 1.19E-05 | 55          |
| Connective tissue disorders                                | 1.48E-02 - 1.20E-05 | 28          |
| Skeletal and muscular disorders                            | 1.48E-02 - 1.20E-05 | 30          |
| Molecular and cellular functions                           |                     |             |
| Cellular assembly and organization                         | 1.48E-02 - 2.88E-05 | 41          |
| Cellular function and maintenance                          | 1.48E-02 - 2.88E-05 | 47          |
| Cell morphology                                            | 1.56E-02 - 4.14E-05 | 43          |
| Cellular growth and proliferation                          | 1.47E-02 - 7.84E-05 | 53          |
| Cellular development                                       | 1.52E-02 - 9.34E-05 | 63          |
| Physiological system development and function              |                     |             |
| Embryonic development                                      | 1.47E-02 - 1.10E-05 | 75          |
| Organismal development                                     | 1.56E-02 - 1.10E-05 | 90          |
| Connective tissue development and function                 | 1.52E-02 - 1.20E-05 | 32          |
| Skeletal and muscular system development and function      | 1.48E-02 - 1.20E-05 | 39          |
| Tissue development                                         | 1.52E-02 - 1.20E-05 | 85          |

| D                                                          |                     |             |
|------------------------------------------------------------|---------------------|-------------|
| Top diseases and Bio Functions 8 mo. naive hypermethylated |                     |             |
| Diseases and disorders                                     | p-value range       | # molecules |
| Neurological disease                                       | 1.53E-02 - 9.43E-06 | 70          |
| Organismal injury and abnormalities                        | 1.53E-02 - 9.43E-06 | 122         |
| Cardiovascular disease                                     | 1.45E-02 - 8.03E-05 | 32          |
| Developmental disorder                                     | 1.53E-02 - 8.03E-05 | 43          |
| Cancer                                                     | 1.53E-02 - 1.18E-04 | 30          |
| Molecular and cellular functions                           |                     |             |
| Cell to cell signalling and interaction                    | 1.53E-02 - 5.00E-10 | 67          |
| Molecular transport                                        | 1.39E-02 - 2.63E-07 | 58          |
| Cell morphology                                            | 1.53E-02 - 4.86E-07 | 84          |
| Cellular assembly and organization                         | 1.53E-02 - 4.86E-07 | 78          |
| Cellular function and maintenance                          | 1.53E-02 - 4.86E-07 | 97          |
| Physiological system development and function              |                     |             |
| Nervous system development and function                    | 1.53E-02 - 1.58E-09 | 104         |
| Behavior                                                   | 1.44E-02 - 3.78E-09 | 52          |
| Cardiovascular system development and function             | 1.53E-02 - 8.15E-07 | 57          |
| Embryonic development                                      | 1.53E-02 - 8.15E-07 | 76          |
| Organ development                                          | 1.53E-02 - 8.15E-07 | 62          |

**Supplementary Figure 5. Ingenuity Pathway Analysis (IPA) of differential hypo- and hypermethylated hippocampal m6A marked transcripts in naive mice.** Tables show the top five pathways belonging to the categories “Disease and Disorders”, “Molecular and Cellular functions” and “Physiological System development and function” in 5- (**A**) and 8- (**B**) months old naive mice (KI vs WT comparison). Screening threshold: adjusted p-value <0.05 and log2 fold change > 1 or < -1. These pathways emerged following IPA “Core Analysis.”

| A                                                           |                     |             |
|-------------------------------------------------------------|---------------------|-------------|
| Top diseases and Bio Functions 5 mo. trained hypomethylated |                     |             |
| Diseases and disorders                                      | p-value range       | # molecules |
| Neurological disease                                        | 3.49E-02 - 1.59E-08 | 39          |
| Organismal injury and abnormalities                         | 3.51E-02 - 1.59E-08 | 53          |
| Psychological disorders                                     | 2.01E-02 - 4.44E-07 | 20          |
| Hereditary disorder                                         | 2.34E-02 - 1.00E-06 | 16          |
| Skeletal and muscular disorders                             | 3.49E-02 - 2.13E-06 | 17          |
| Molecular and cellular functions                            |                     |             |
| Cell to cell signaling and interaction                      | 3.49E-02 - 4.15E-06 | 25          |
| Small molecule biochemistry                                 | 3.49E-02 - 2.32E-05 | 17          |
| Cellular movement                                           | 2.19E-02 - 3.19E-05 | 6           |
| Cell morphology                                             | 3.13E-02 -1.16E-04  | 28          |
| Molecular transport                                         | 3.49E-02 -2.89E-04  | 20          |
| Physiological system development and function               |                     |             |
| Behavior                                                    | 3.49E-02 - 9.05E-10 | 29          |
| Nervous system development and function                     | 3.49E-02 - 2.29E-06 | 40          |
| Organ morphology                                            | 3.49E-02 - 2.29E-06 | 27          |
| Organismal development                                      | 3.49E-02 - 2.29E-06 | 36          |
| Auditory and vestibular system development and function     | 2.91E-02 - 2.33E-05 | 6           |

| C                                                           |                     |             |
|-------------------------------------------------------------|---------------------|-------------|
| Top diseases and Bio Functions 8 mo. trained hypomethylated |                     |             |
| Diseases and disorders                                      | p-value range       | # molecules |
| Neurological disease                                        | 1.37E-02 - 1.40E-08 | 80          |
| Organismal injury and abnormalities                         | 1.37E-02 - 1.40E-08 | 126         |
| Hereditary disorder                                         | 1.37E-02 - 1.07E-05 | 26          |
| Psychological disorders                                     | 1.37E-02 - 1.25E-05 | 35          |
| Ophtalmic disease                                           | 1.37E-02 – 1.61E-05 | 14          |
| Molecular and cellular functions                            |                     |             |
| Cellular development                                        | 1.37E-02 - 4.80E-14 | 71          |
| Cell growth and proliferation                               | 1.37E-02 - 4.80E-14 | 62          |
| Cell to cell signaling and interaction                      | 1.37E-02 - 3.78E-13 | 68          |
| Cell morphology                                             | 1.37E-02 - 1.10E-08 | 67          |
| Cellular assembly and organization                          | 1.37E-02 – 5.81E-08 | 64          |
| Physiological system development and function               |                     |             |
| Nervous system development and function                     | 1.37E-02 - 4.80E-14 | 112         |
| Tissue development                                          | 1.37E-02 - 4.80E-14 | 88          |
| Organismal development                                      | 1.37E-02 - 2.55E-08 | 105         |
| Behavior                                                    | 1.31E-02 - 9.63E-08 | 52          |
| Embryonic development                                       | 1.37E-02 - 2.03E-07 | 56          |

| B                                                            |                     |             |
|--------------------------------------------------------------|---------------------|-------------|
| Top diseases and Bio Functions 5 mo. trained hypermethylated |                     |             |
| Diseases and disorders                                       | p-value range       | # molecules |
| Endocrine system disorders                                   | 1.89E-02 - 2.83E-05 | 13          |
| Organismal injury and abnormalities                          | 2.56E-02 - 2.83E-05 | 68          |
| Reproductive system disease                                  | 1.89E-02 - 2.83E-05 | 14          |
| Ophthalmic disease                                           | 1.72E-02 - 4.26E-05 | 7           |
| Developmental disorder                                       | 2.50E-02 - 2.20E-04 | 23          |
| Molecular and cellular functions                             |                     |             |
| Cell to cell signaling and interaction                       | 2.01E-02 - 8.72E-09 | 37          |
| Cellular assembly and organization                           | 2.09E-02 - 8.72E-09 | 50          |
| Cellular death and survival                                  | 2.56E-02 - 1.61E-06 | 34          |
| Cell development                                             | 2.52E-02 - 1.67E-05 | 51          |
| Cellular growth and proliferation                            | 2.52E-02 - 1.67E-05 | 45          |
| Physiological system development and function                |                     |             |
| Nervous system development and function                      | 2.52E-02 - 8.72E-09 | 67          |
| Tissue morphology                                            | 2.56E-02 - 8.72E-09 | 55          |
| Tissue development                                           | 2.52E-02 - 1.67E-05 | 56          |
| Organ morphology                                             | 2.31E-02 - 2.83E-05 | 33          |
| Reproductive system development and function                 | 2.09E-02 - 2.83E-05 | 6           |

| D                                                            |                     |             |
|--------------------------------------------------------------|---------------------|-------------|
| Top diseases and Bio Functions 8 mo. trained hypermethylated |                     |             |
| Diseases and disorders                                       | p-value range       | # molecules |
| Neurological disease                                         | 3.90E-02 - 1.93E-04 | 24          |
| Organismal injury and abnormalities                          | 3.90E-02 - 1.93E-04 | 45          |
| Psychological disorders                                      | 3.26E-02 - 2.58E-04 | 8           |
| Endocrine system disorders                                   | 3.26E-02 - 6.40E-06 | 10          |
| Reproductive system disease                                  | 3.45E-02 - 6.40E-05 | 14          |
| Molecular and cellular functions                             |                     |             |
| Cellular assembly and organization                           | 3.26E-02 - 9.75E-5  | 20          |
| Cell to cell signalling and interaction                      | 3.90E-02 - 1.30E-04 | 17          |
| Cell death and survival                                      | 3.01E-02 - 1.93E-04 | 15          |
| Cellular compromise                                          | 3.90E-02 - 1.93E-04 | 13          |
| Cell cycle                                                   | 3.90E-02 - 2.58E-04 | 10          |
| Physiological system development and function                |                     |             |
| Behavior                                                     | 3.26E-02 - 1.21E-04 | 14          |
| Nervous system development and function                      | 3.90E-02 - 1.30E-04 | 31          |
| Tissue morphology                                            | 3.57E-02 - 1.93E-04 | 25          |
| Organ morphology                                             | 3.90E-02 - 2.58E-04 | 22          |
| Organismal development                                       | 3.90E-02 - 2.58E-04 | 30          |

**Supplementary Figure 6. Ingenuity Pathway Analysis (IPA) of the differentially hypo- and hypermethylated hippocampal transcripts in trained mice.** Tables show the top five pathways belonging to the categories “Disease and Disorders”, “Molecular and Cellular functions” and “Physiological System development and function” in 5- (A,B) and 8- (C,D) months old mice subjected to the training on the OLT (KI vs WT comparison). Screening threshold: adjusted p-value <0.05 and log2 fold change > 1 or < -1.

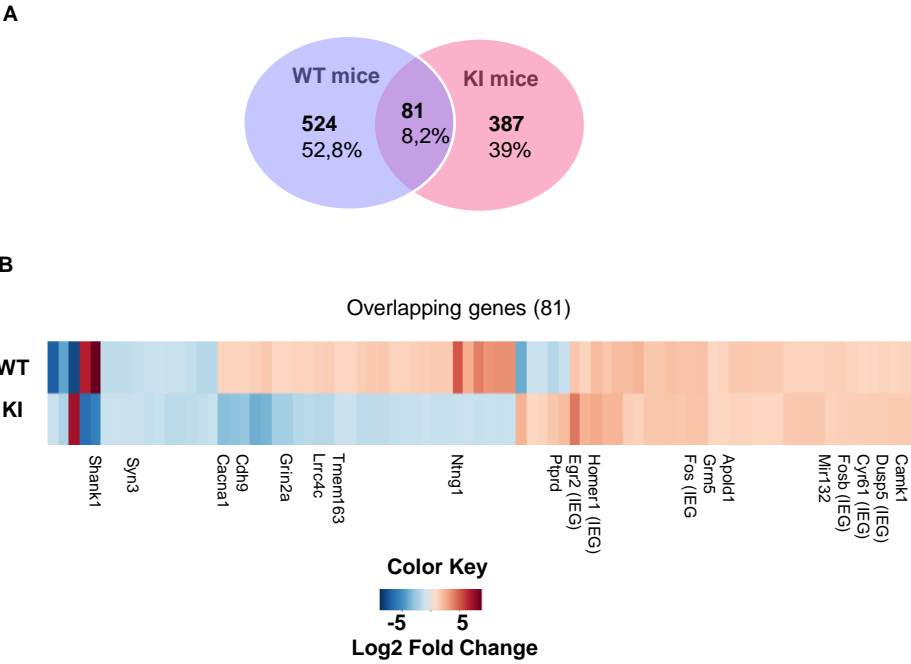

**Supplementary Figure 7. Cognitive engagement modulates m6A levels differently in a shared subset of transcripts in symptomatic WT and *Hdh<sup>+/Q111</sup>* (KI) mice.** (A) Venn diagram showing shared and unique differential m6A marked genes between trained and naive conditions in WT and KI 8 months old animals. (B) Heatmap representation of the 81 overlapping genes shown in (A). Log2FC of the differentially methylated peaks in response to the training task is represented for each genotype. Names of representative genes are indicated.

**Supplementary Figure 7**

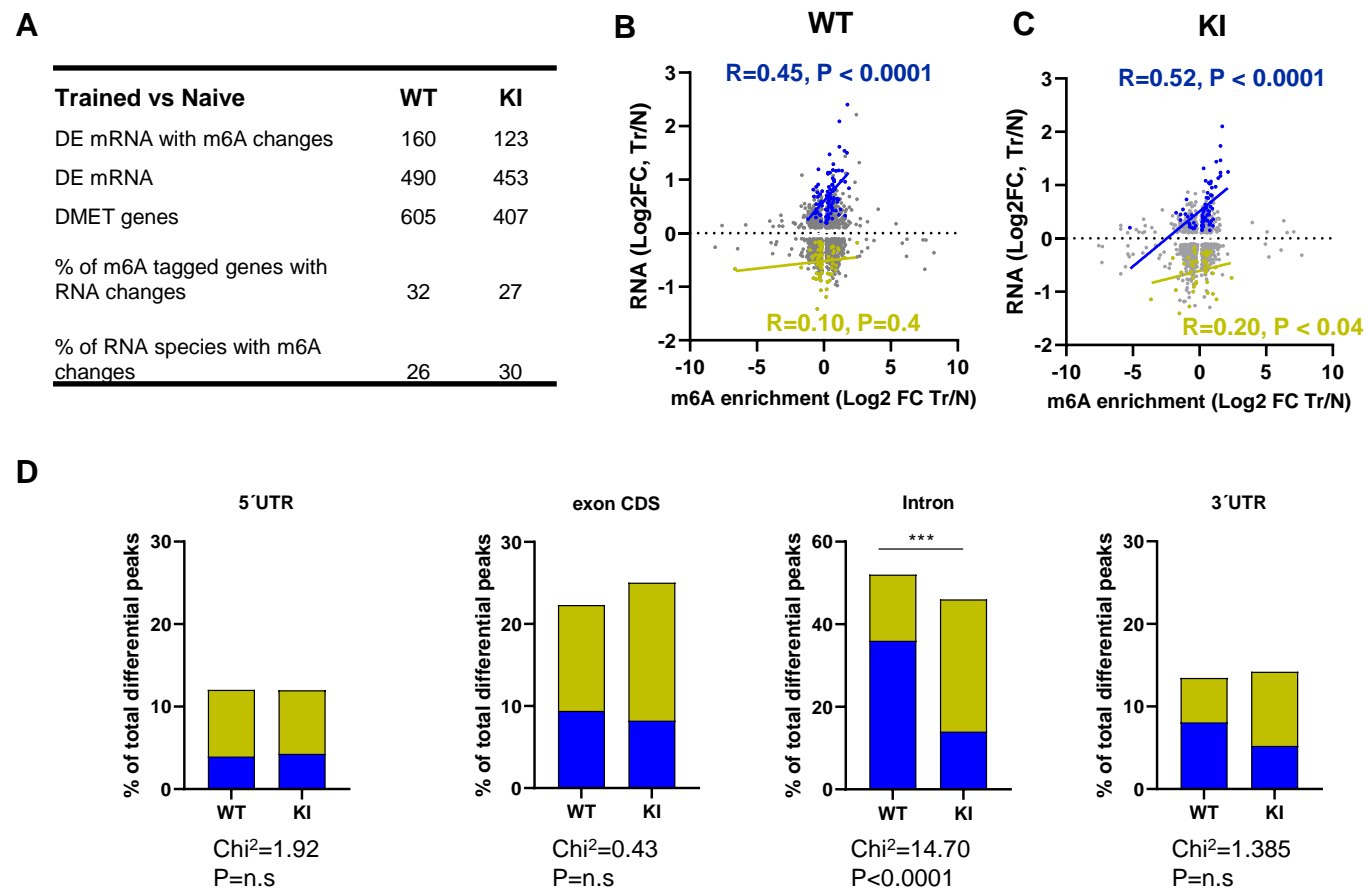

**Supplementary Figure 8. Distribution analysis of m6A peaks and correlation analysis between mRNA expression levels and m6A peak enrichment in WT and *Hdh<sup>+/Q111</sup>* (KI) mice.** (A) Table showing comparison of differential mRNA expression with differential m6A peaks in 8 months old WT and KI mice (trained vs naive). (B,C) Correlation between the FC of mRNA abundance in trained mice relative to naive mice and the log2 ratio of m6A enrichment (trained vs naive) in WT (B) and KI (C) mice. Yellow, blue and grey dots represent downregulated peaks in trained mice, upregulated peaks, and non-differential peaks, respectively. P values were calculated from a Pearson's product-moment correlation. Correlation between upregulated mRNA expression and m6A peaks is significant in both genotypes. (D) Differential distribution analysis of the down- and up-regulated m6A peaks (trained vs naive) between 8 months old WT and KI mice in the four transcript segments: 5'UTR, CDS exon, 3'UTR, intron. Behavioral training induces a higher percentage of upregulated m6A peaks in introns of WT mice when compared to KI mice, which in turn have a higher percentage of downregulated m6A peaks in introns. Data are shown as percentage of total differential peaks. Yellow represents downregulated peaks and blue represents upregulated peaks. Statistical analysis was performed using Chi<sup>2</sup>. \*\*\*P < 0.001 compared with WT.

**Supplementary Figure 8**

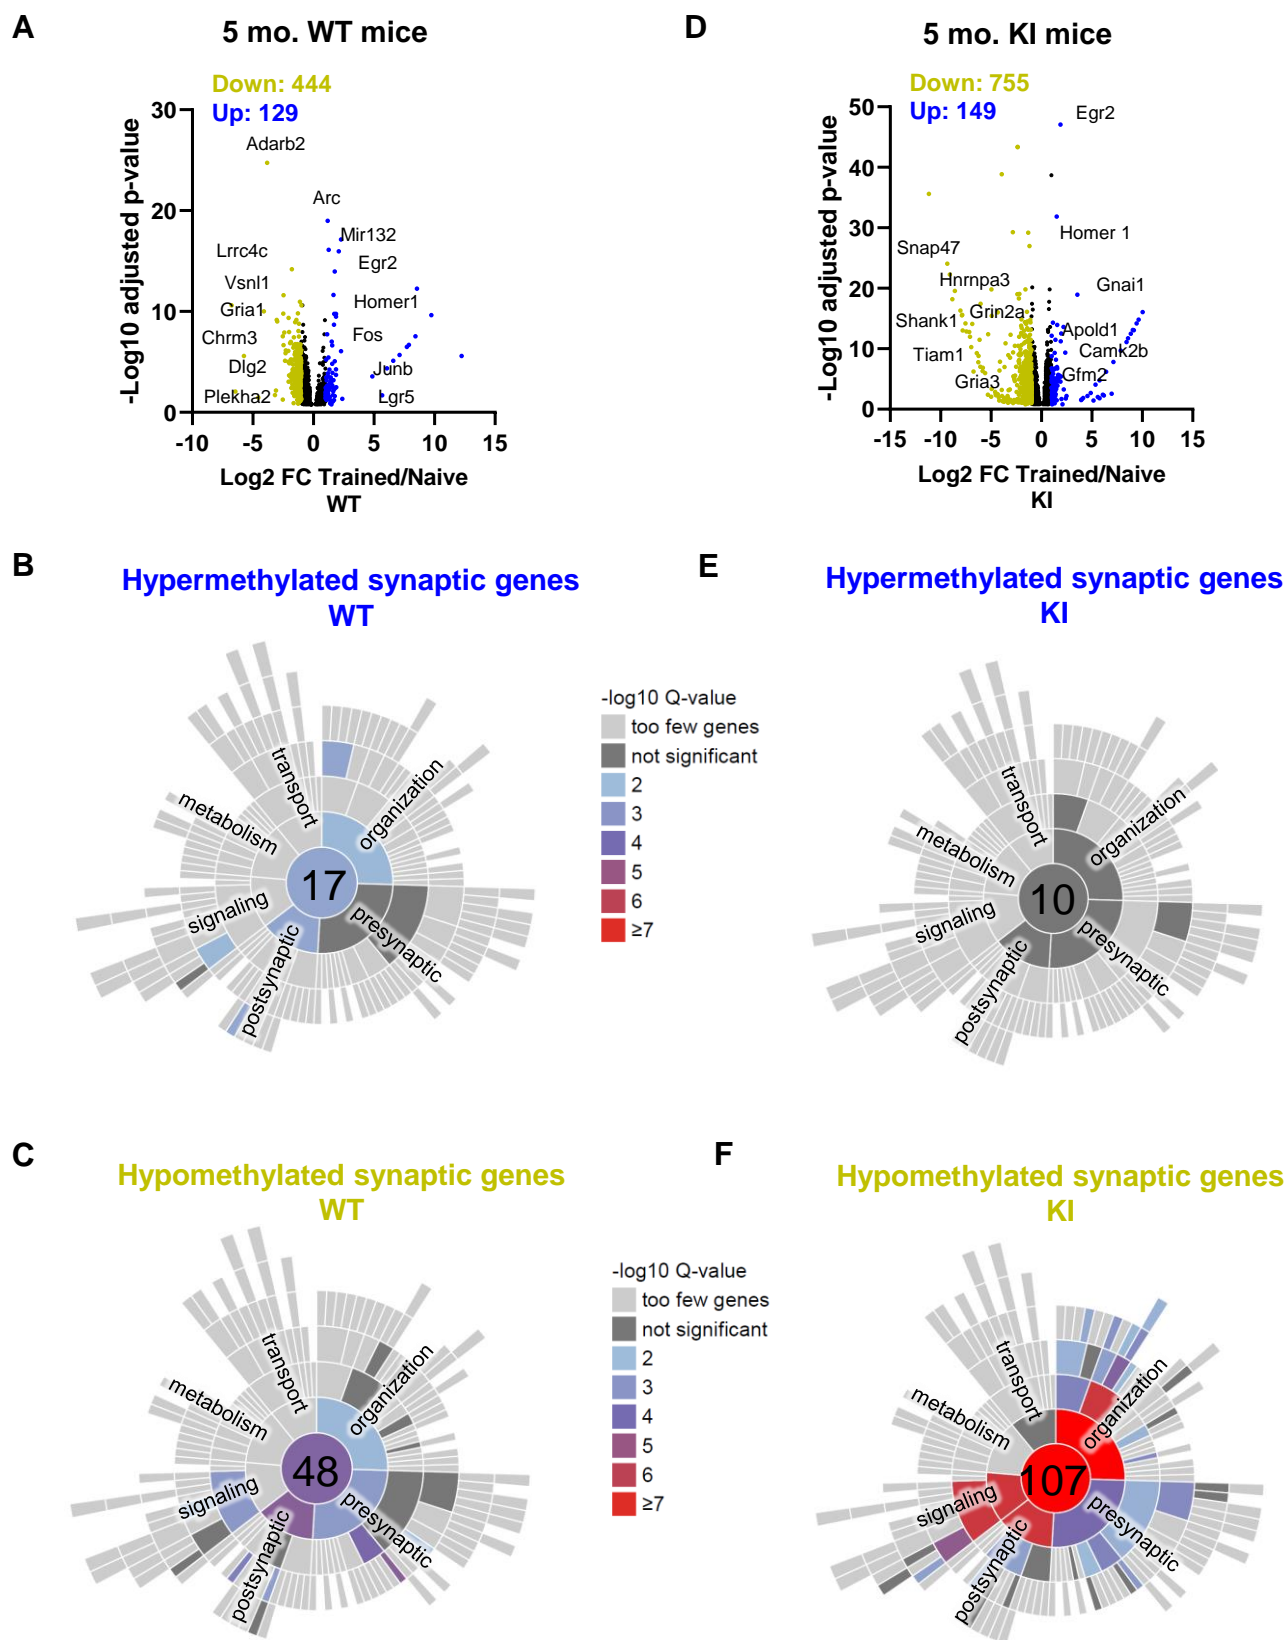

**Supplementary Figure 9. Pre-symptomatic *Hdh<sup>+/Q111</sup>* (KI) mice show aberrant m6A demethylation of synaptic genes in response to behavioral training.** (A) Volcano plot of the differentially methylated peaks between 5 months old naive and trained conditions in WT animals. Names of representative genes are indicated. (B,C) Sunburst plots for synaptic GO of differentially hypermethylated (B) and hypomethylated (C) genes in response to the OLT training task in WT mice. (D) Volcano plot of the differentially methylated peaks between 5 months old naive and trained conditions in KI animals. (E,F) Sunburst plots for synaptic GO of differentially hypermethylated (E) and hypomethylated (F) genes in response to the OLT training task in KI mice. In response to the behavioral training task, KI mice show increased number of hypomethylated genes enriched in synaptic terms. Numbers in the center indicate number of genes enriched in synaptic terms. GO analysis was performed with the SynGo knowledgebase. Screening threshold: adjusted p-value <0.05 and log2 fold change > 1 or < -1.

**Supplementary Figure 9**

5 mo.

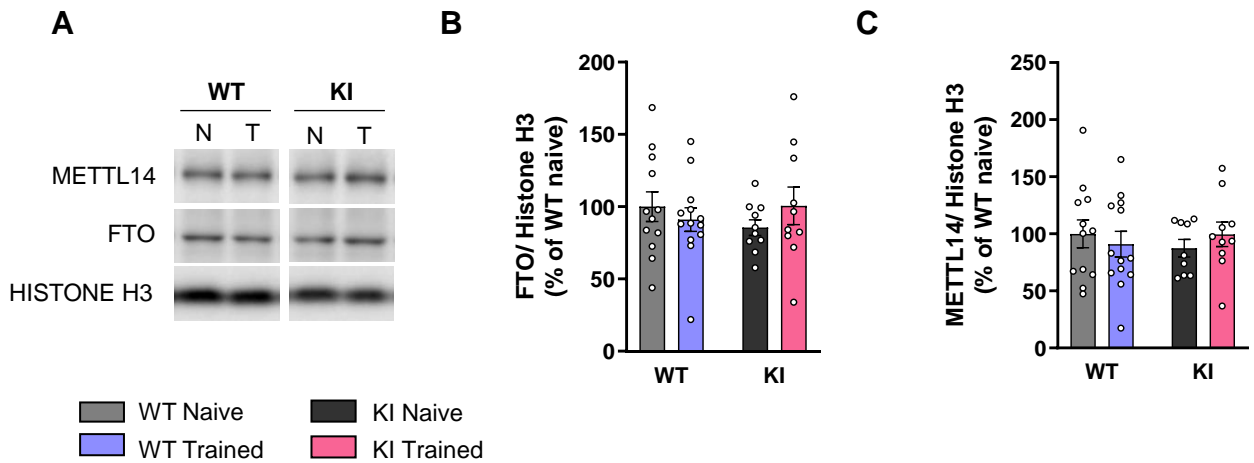

**Supplementary Figure 10. Protein levels of the m6A-modifying machinery in the nucleus of 5 months old *Hdh<sup>+Q111</sup>* (KI) mice.** (A) Representative Western Blot for nuclear METTL14, FTO and Histone H3 in the hippocampus of 5 months old mice. (B,C) Histograms showing the relative nuclear protein levels of FTO (B) and METTL14 (C) in hippocampal extracts of 5 months old WT and KI mice subjected to the training in the OLT (n=9-13 animals/condition). Nuclear fraction was normalized to Histone H3. Two-way ANOVA with Tukey's multiple comparisons test. Data are presented as mean  $\pm$  SEM. N, naive; T, trained.

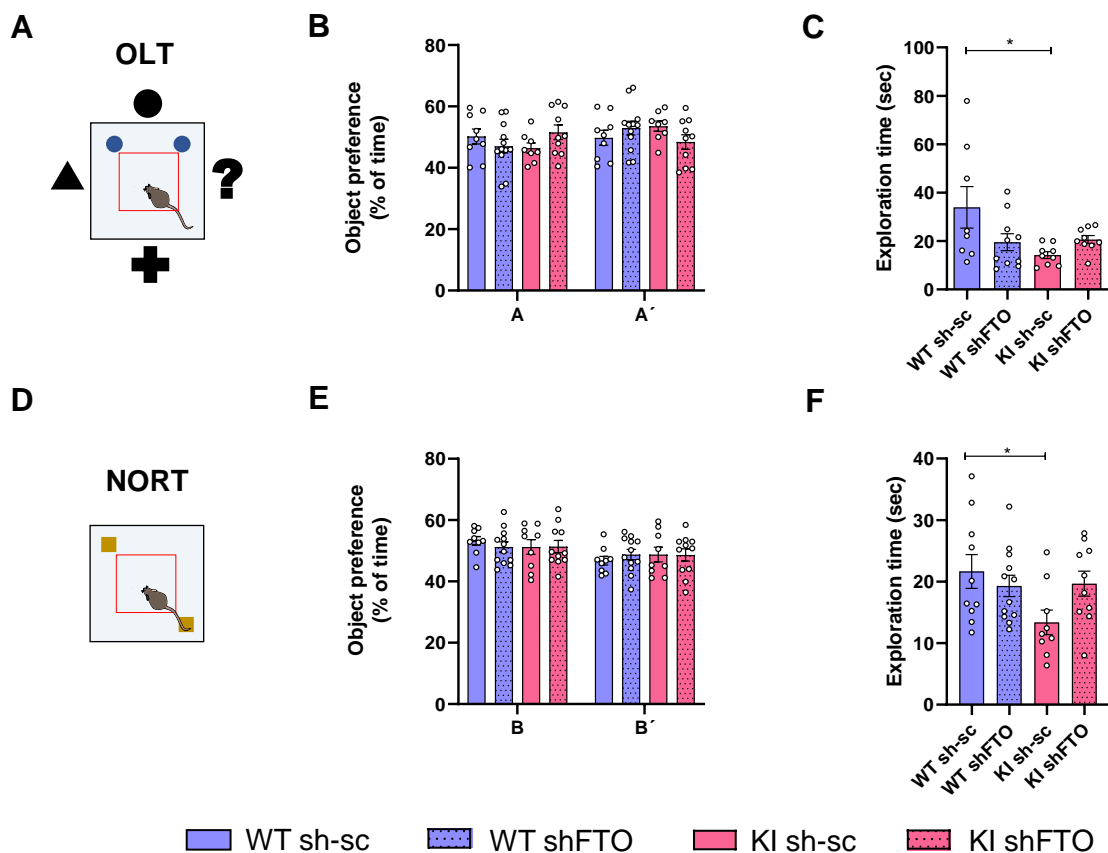

**Supplementary Figure 11. Behavioral assessment of WT and  $Hdh^{+Q111}$  (KI) mice during the OLT and NORT training session.** In the Novel object location task (A) and Novel object recognition task (D) all mice were first habituated to the open field arena and ambient conditions during two consecutive days and then subjected to a training session in the arena in the presence of two similar objects (A and A' (OLT) and B and B' (NORT)). (B,E) Percentage of time exploring objects for WT sh-sc, WT shFTO, KI sh-sc and KI shFTO at 8 months of age shows that all genotypes similarly explored both objects in the OLT (B) and NORT (E) training sessions, indicating no object or place preferences in the animals. (C,F) Exploration time (sec) during the training session of OLT (C) and NORT (F). Mutant KI sh-sc mice showed significantly less exploration time. Two-way ANOVA with Tukey's multiple comparisons test; Two-way ANOVA for the OLT training session reported a significant interaction effect ( $F(1,32)=5.554$ ,  $p=0.0247$ ) and a significant genotype effect ( $F(1,32)=4.430$ ,  $p=0.0433$ ). Two-way ANOVA for the NORT training session reported a significant interaction effect ( $F(1, 36)=5.512$ ,  $p=0.0245$ ). \* $P < 0.05$  compared with WT sh-sc mice. Data are presented as mean  $\pm$  SEM ( $n=9-12$  per genotype). sh-sc, scramble shRNA.

How the deposited data were processed for this re-analysis (not part of the article)

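The samples are 48 libraries, an m6A-IP and an input from the hippocampus of each of 24 male mice: WT and Hdh+/Q111 (KI), 5 and 8 months old, naive or taken 30 min after training in the object location task, with 3 animals in each of 8 conditions. Each replicate is a different animal and its label is the animal's number, so no animal links any 2 conditions. Conditions were taken from the sample labels, which match the paper's design.

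According to the paper, RNA was broken chemically into fragments of 150 to 200 nt, and reads were trimmed with BBDuk. They were aligned to the mouse genome mm9 with STAR, and only uniquely mapped reads outside repeats were kept. The authors then called peaks with MACS2 2.2.6 for each IP against its input, and compared conditions with DiffBind 2.8.0 and DESeq2. The files already include these steps, and none was repeated here. The reads per library are stated in the paper and are not in the files used here, so the number of peaks per animal, from 22601 upward, is the only measure of yield, and a region without a peak is not a region without m6A.

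The 24 peak lists hold the place of each peak and its summit with values made by the authors with MACS2: a score, which is 10 times the -log10 of the q-value as a whole number, the fold enrichment (a ratio) of IP over input at the summit, and the -log10 of the p-value and of the q-value. These values are the authors' deposited scores and were used only to rank or filter peaks within a list. The 10 tables of differential peaks deposited by the authors hold mean levels and fold changes on the log2 scale, as DiffBind gives them, with the p-value and the p-value adjusted by the authors. These tables list only peaks with a p-value of up to 0.05, and 8 of them compare 2 groups of animals, while 2 set trained against naive mice of both genotypes together. Fold changes, levels and adjusted p values of named peaks are the authors' deposited values throughout. Input libraries have no file of their own among those used here and were not analysed, so no change in a peak is set against a change in the amount of its mRNA.

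From the peak lists, peaks of all animals were joined with bedtools 2.31.1 into 81807 common regions with an overlap of at least 1 bp, and each region was scored as called or not called in each animal. Regions with a peak in at least 2 of 3 animals count as reproducible. Numbers of peaks were compared with 2-sided exact permutation tests of 3 against 3 animals, whose smallest p is 0.1, and the difference between the changes with training of the 2 genotypes with an exact permutation of the training labels within each genotype. Over all 24 animals, 35110 regions called in 3 to 21 animals were tested for genotype, training and age by 2-sided Fisher's exact tests on called and not called animals, 12 against 12, with Benjamini-Hochberg adjustment over all regions of a factor. On simulated calls, with animals shuffled, this test made 0 calls. When 50 regions were planted it found 100% of those called in 11 of 12 against 1 of 12 animals and 0% of those called in 10 against 2, and a single planted region was found only when called in 12 against 0. With 3 against 3 animals, regions called in all animals of 1 group and none of the other were counted and set beside the same count in the other 9 ways to split the 6 animals.

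Each summit, and the center of each differential peak, was given to 1 transcript region of protein-coding genes of mm9 (NCBIM37) in the order CDS, 3'UTR, 5'UTR, intron. Shares of regions were compared with Fisher's exact tests, adjusted over the 32 tests within comparisons or the 16 between comparisons. DRACH and GGAC were searched on the transcribed strand in windows of 100 bp on the summits of peaks that lie in exactly 1 gene, 18386 to 44486 per animal, and in the same window moved by 1000 bp inside the gene.

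In the authors' tables a peak counts as differential at an adjusted p under 0.05 and a log2 fold change above 1 or below -1, the thresholds of the paper's results. Overlaps of differential peaks were tested with Fisher's exact test among regions reproducible in both comparisons. For gene lists, 22 lists were fixed before the data were examined: disease-linked (43 genes), immediate-early (38), glutamate receptor (24), GABA synapse (20), postsynaptic (38), presynaptic (38), voltage-gated channel (43), m6A machinery (24), splicing factor (53), oxidative phosphorylation (47) and CREB and TrkB genes (35), and markers of CA1 (8 genes), CA3 (8), dentate gyrus (13), interneurons (15), astrocytes (13), oligodendrocytes (15), their precursors (8), microglia (12), endothelium (10), choroid plexus (10) and striatum (14). Genes with a higher and with a lower peak were tested separately against all genes with a reproducible region in the comparison, 44 tests per comparison, with Benjamini-Hochberg adjustment. The background named at first, all genes in the authors' tables, could not be used because these tables end at a p-value of 0.05. The same lists were tested again by logistic regression with the number of regions per gene as a term, since a gene with many regions has more chances of a differential peak. The disease-linked list holds the genes of the paper's tables of differential peaks in naive mice, so its tests in comparisons with these mice are not used. Lists without a call in any of the 8 comparisons, in either direction, are m6A machinery, oxidative phosphorylation, CA1, CA3, dentate gyrus, astrocytes, oligodendrocytes and their precursors, microglia, endothelium and striatum.

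Genes named in the text follow a rule set before the data were examined: every gene that the paper names for a comparison, the 10 peaks with the largest log2 fold change in each direction, all disease-linked and immediate-early genes, and for regions tested over 24 animals the 10 with the smallest p in each direction. Other genes are named only as members of the lists above. Some genes that the rule covers are not reported here. The values of genes in the paper's tables had been seen when the rule was set.

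Alternatives set before the data were examined were peaks with a -log10 q of at least 3 or 5, the same number of best peaks in each animal, bases covered in place of peaks, 3 of 3 animals, 50% reciprocal overlap, an irreproducible discovery rate (IDR) of up to 0.05, a stratified exact test, an adjusted p under 0.01, a log2 fold change above 2, an unadjusted p, overlap by genes, windows of 50 and 200 bp, the 1000 best peaks, logistic regression, and leaving out each animal in turn. On 30000 simulated pairs of peaks, 18003 of them shared, the IDR found 96.2% of the shared ones and made 1068 calls among the others. The count of common regions, the list background of regions called in 2 of 3 animals, levels above the lowest, bases covered for the change with training, and the motif on the opposite strand or as GGAC were chosen after seeing the data. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and pyfaidx 0.9.0.4, and random draws a seed of 20240611. HOMER, IPA, SynGO and ChIPseeker were not run. The version of bedtools used by the authors is not given in the sources used here.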

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

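Of the tests in this part, those of the length of peaks, of called peaks in groups at the lowest level, and of the splits of all 24 animals were chosen after the result was seen, and the others before. The number of common regions is a measure taken up after the data were seen, with its test set before its result.

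The start of Htt carries a peak in KI mice alone. The region at 5:35103768-35104456 lies mostly before the annotated start of the gene, reaches into exon 1 and was called in 9 of 12 KI and 0 of 12 WT animals (p = 3.37e-04 before adjustment, Fisher's exact test), which the paper does not report. Over all 35110 regions this did not pass the adjustment. A smaller region inside the gene (5:35110136-35110454) was called in 4 KI and 0 WT animals (p = 0.0932, Fisher's exact test). Regions far from exon 1 were called in both genotypes, such as 8 KI and 7 WT animals at 5:35125641-35126015. At 5:35254723-35255143 in the 3'UTR it was 9 KI and 4 WT (p = 0.0995, Fisher's exact test). The authors' deposited tables list different 3'UTR peaks of Htt higher in KI at 8 months, 5:35254760-35255143 at 0.76 in naive and 5:35251170-35251802 at 0.80 in trained mice. An excess in KI is thus not shown to be confined to the start of the gene. The KI allele carries the expanded repeat in exon 1, and whether reads of that sequence, an altered transcript or m6A gives the peaks at the start of Htt was not tested.

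Transcript regions differ between ages and genotypes. Among peaks higher in naive KI mice, 14.2% lay in the 3'UTR at 8 months and 2.78% at 5 months, and 6.10% against 19.0% in the 5'UTR. Among peaks higher after training at 8 months, the CDS held 13.7% in WT and 29.1% in KI, the 5'UTR 0.995% and 5.22%, and introns 72.6% and 55.2%. Among peaks lower after training, the 5'UTR held 5.07% in KI and 14.8% in WT. Each difference was tested itself by Fisher's exact test over peaks, which are not independent replicates. In naive WT mice of 5 months, 1 animal had 2.63% of its summits in the 5'UTR. What it gives to the 5'UTR share at 5 months was not tested.

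Single animals stood apart in the share of summits per region. In trained WT mice of 5 months, 1 animal had 47.2% of its summits in the CDS, and in naive WT mice of 8 months, 1 animal had 49.1% in the CDS and 21.2% in introns, each set against 6 WT animals of that age. Chance alone gives about 1 in 20 groups a sample this far off, and 56 tests were made, at the lowest and at the highest animal of each group, of which 3 found one. The 5'UTR share was not among the measures tested.

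Naive KI mice of 8 months have more peaks than WT, but not more sequence under peaks. The ratio of bases covered, KI over WT, was 0.996, which is what shorter peak calls in the KI libraries would give. Over all 24 animals the shortest peak of a list and its number of peaks ran against each other (Pearson r = -0.75, permutation p = 2.0e-05; Spearman rho = -0.77, p = 3.0e-05), and still did so without the 2 animals farthest from the median (r = -0.72) and within 8 months (r = -0.80, permutation p = 7.4e-04). Within 5 months r was -0.50 (permutation p = 0.0943) and rho was -0.63 (permutation p = 0.0321). The number of separate common regions with a peak was 1.36 times as high in KI, so that more methylated places in KI mice of this age stay open as a biological explanation.

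Many of the largest fold changes belong to peaks in which a group stands at the lowest level of the authors' tables. Of 295 such peaks in the 8 comparisons, 58.3% have a called peak in at least 2 of the 3 animals of the group at the lowest level, which argues against a lack of peaks in those animals as the whole source, and 20% have none. Nefl, Shank1, Nsg2 and Eif3b are among the former and Kalrn, Nos1ap and Golga7b among the latter. The share called in at least 2 of 3 animals was uneven. For KI against WT it was 36.7% and 45.7% in naive mice of 5 and 8 months, and 91.3% and 78.1% in trained mice. In the naive comparisons a lack of peaks therefore stays open for most of these peaks. In the other table that holds the same animals, 79.4% (50 of 63) stand at the lowest level too, so a level set by the counting or normalization of a single comparison stays open. A training or genotype difference of these peaks stays open as well, and was not tested for them apart.

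The 5-month table of trained against naive mice of both genotypes follows the difference between naive KI and naive WT mice, with a Spearman rho of 0.844 across 1488 peaks, where at 8 months rho was -0.19. It also follows the change with training in WT mice (rho = 0.881) and, less closely, in KI mice (rho = 0.438). At 8 months these were 0.977 and 0.963. By its label the table holds the same animals as these comparisons, so part of the agreement is built in. The paper does not report on these fold changes by genotype. The levels of its naive arm ran closer to those of naive WT (rho = 0.834) than of naive KI mice (0.637), a gap of 0.197, as a naive arm of WT animals alone would give, and at 8 months rho was 0.850 and 0.871. The Htt intron peak, which no WT animal has, is listed there at 4.84 in naive and 10.39 in trained mice. Of its differential peaks 12.1% (27 of 223) are listed with the same sign in both the WT and the KI table, against 17.9% at 8 months. Peaks absent from a table lower this share, so it does not measure disagreement. Differential pairs had the same sign in 99.4% with the WT table (166 pairs) and 83.3% with the KI table (114 pairs). At 8 months both shares were 100%. A response common to both genotypes therefore stays open. Peaks are not independent replicates.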

How the results depend on the processing

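Peaks of each animal were called by the authors at their depth, so a place without a peak is not shown to lack m6A, and an exact permutation test of 3 against 3 animals cannot pass 0.05. No paired analysis was possible because the groups compared hold different animals, and the replicate labels are animal numbers that no 2 groups share. Tests of alternatives chosen after the data were seen are those of GGAC, of the opposite strand and of the bases covered for the change with training. Counting common regions in place of peaks, or differential peaks with a lower level of at least 1, was also chosen then and changed no direction or call in the 8 comparisons. Among settings fixed before, results that kept direction, call and size (for counts, within 1.5 times) were 38 of 41 with a -log10 q of at least 3, 37 of 46 with 50% reciprocal overlap, 26 of 31 with an adjusted p under 0.01, 14 of 39 with a log2 fold change above 2 (1 of the others reversed) and 13 of 31 with the same number of best peaks (6 of the others reversed). For each result below that moved, the cause was not tested.

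With bases covered in place of peaks, the ratio per animal was 0.996 for naive KI over WT and 1.003 for trained KI over WT at 8 months, 1.01 for trained over naive KI at 5 months and 0.959 for trained over naive WT at 8 months, all reversed. The change with training at 8 months, KI less WT, was then 0.114 Mb, reversed from -18323 peaks, and with a -log10 q of at least 3 it was -12657 peaks and passed (exact permutation p = 0.025), while at 5 or more it was -6359 peaks and did not pass (exact permutation p = 0.1).

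Reproducible regions with an IDR of up to 0.05 numbered 18913, 21698, 18453 and 17397 in KI (naive 5, naive 8, trained 5 and trained 8 months), and 17874, 16738, 14279 and 19023 in WT. With the same number of best peaks per animal they were 20481 in naive KI of 5 months, 19993 in naive KI of 8 months, 20545 in trained KI of 5 months and 20399 in trained WT of 8 months. The KI over WT ratio at 8 months was then 0.996 in naive and 1.002 in trained mice, both reversed, but an equal number of peaks per animal sets this ratio near 1, so its direction cannot be read. In naive KI of 8 months, a -log10 q of at least 5 gave 27105 regions, and 3 of 3 animals gave 28410.

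Regions called in all animals of 1 group and none of the other, with the same number of best peaks, were 258 and 335 for KI against WT naive (5 and 8 months), 239 and 316 trained, 258 and 275 for WT trained against naive, and 230 and 386 for KI. The side with more of them was reversed for naive and trained KI against WT at 8 months and for KI trained against naive at both ages, in a setting that also takes away any real difference in the number of peaks. On the intervals of the authors' deposited tables the counts were 190 and 303, 311 and 214, 288 and 238, and 197 and 405. With 50% reciprocal overlap they were 463 for KI against WT trained at 5 months and 659 for KI trained against naive at 8 months. Over 24 animals, genotype gave 0 regions with 50% reciprocal overlap and 0 with the stratified exact test (smallest p = 1.25e-05).

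Differential peaks in the authors' deposited tables with a log2 fold change above 2 were 65 and 139 for KI against WT naive, 57 (more lower than higher, reversed) and 76 trained, 40 and 108 for WT trained against naive, and 140 and 97 for KI. With an adjusted p under 0.01, KI against WT naive at 5 months gave 248. Intron shares with a log2 fold change above 2 were 44.1% and 45.8% for KI against WT naive, 38.9% trained at 8 months, and 57.4% in WT and 39.6% in KI for training at 8 months.

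The overlap of peaks lower in KI at both ages was 0 with an adjusted p under 0.01 and 0 with a log2 fold change above 2, where peaks lower at 5 and higher at 8 months were 0 as well. For training at 8 months, peaks higher in both genotypes were 0 with a log2 fold change above 2, and peaks lower in WT and higher in KI were 1 there and 4 with an unadjusted p, both now past the test. By genes, 11 were lower in both and 8 lower in WT and higher in KI at 8 months, and at 5 months 12 were higher in WT and lower in KI and 8 the reverse, all now past the test.

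Gene lists that passed, the disease-linked list included, with logistic regression were 0 and 0 for KI against WT trained (5 and 8 months), 3 and 1 for WT trained against naive, and 5 and 1 for KI. With a log2 fold change above 2 they were 1 and 2 for KI against WT naive, 0 and 0 trained, 0 and 2 for WT trained against naive, and 1 and 0 for KI. With an adjusted p under 0.01 they were 2 for KI against WT trained at 8 months, 3 for WT at 5 months and 1 for KI at 8 months.

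Support is the share of differential peaks with more calls in the higher group, and is not independent because the peaks were chosen on the same animals. Support of differential peaks by the peak lists with 50% reciprocal overlap was 76.6% and 78.8% for KI against WT trained, 82.5% and 73.4% for WT trained against naive, and 75.8% and 79.1% for KI. With the same number of best peaks it was 63.5% and 48.7% for KI against WT naive, 72.7% for WT trained against naive at 5 months and 54.4% for KI at 8 months. With a -log10 q of at least 3 it was 70.2% for KI trained against naive at 5 months and 69.1% for WT at 8 months.

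The motif at the summit, in points above the window 1000 bp away, was 5.00 with 50 bp, 2.54 with the 1000 best peaks and -2.49 with 200 bp (reversed). GGAC gave 15.0, and the opposite strand -16.4 for DRACH and -1.74 for GGAC, both reversed.

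Leaving out each animal in turn, peaks per animal of trained over naive KI at 5 months ranged from 0.923 to 1.03, reversed in 2 cases, and the change with training at 8 months from -23845 to -14172 peaks, passing in 3. Regions called more often by age ranged from 0 to 9. At an unadjusted p under 0.05 (Fisher's exact test) genotype gave 816 to 1264 regions, against 629 with all animals. Training gave 675 to 1111, against 504. Regions called in all and none ranged from 959 to 1449 and 1350 to 4086 for KI against WT naive (5 and 8 months), 1391 to 2658 and 823 to 1449 trained, 892 to 1528 and 930 to 1335 for WT trained against naive, and 867 to 1357 and 1622 to 4650 for KI, where a group of 2 animals makes such regions more common. Support ranged from 64.9% to 83.4% and 73.9% to 80.2% for KI against WT naive, 69.6% to 80.9% and 68.5% to 74.6% trained, 70.1% to 83.5% and 63.2% to 73.5% for WT trained against naive, and 60.9% to 70.2% and 68.7% to 75.9% for KI.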

Differences from the paper's values

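The paper gives 5% as the overlap of m6A-tagged genes between the differences of KI and WT at 5 and at 8 months in naive mice, and counted here by peaks, the unit set before the data were examined, the shared share was 2.65% of the union. Counted by genes, as in the paper's sentence and also set before the data were examined, the overlap was 5.08%, which does not differ from the paper's value, and by the gene names printed in the tables it was 5.50%. By peaks, an adjusted p under 0.01 (2.33%), a log2 fold change above 2 (2.52%), an unadjusted p (2.73%) and 50% reciprocal overlap (2.64%) differ from it as well.

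For transcript regions, the paper states that its differential peaks were spread alike at 5 and 8 months. For the upregulated peaks it gives a slight rise in the 3'UTR and a fall in the 5'UTR at 8 months, not significant. Here the 3'UTR share of peaks higher in KI was 14.2% at 8 months and 2.78% at 5 months, and the 5'UTR share 6.10% and 19.0% (adjusted p = 2.85e-05 each, Fisher's exact test), while CDS and introns did not differ. The naive WT mice of 5 months include an animal with 2.63% of its summits in the 5'UTR, whose weight in this was not tested. The paper also states an equal distribution between genotypes in the CDS, 5'UTR and 3'UTR after training at 8 months. Here the peaks higher after training differed between WT and KI in the CDS (13.7% and 29.1%) and 5'UTR (0.995% and 5.22%), and not in the 3'UTR. Introns, with 72.6% in WT and 55.2% in KI, differed in the direction that the paper states. For the lower peaks the 5'UTR alone differed. Over higher and lower peaks together, which is how the paper's sentence can be read, the shares in WT and KI were 5.31% and 5.12% in the 5'UTR and 10.1% and 9.07% in the 3'UTR, as the paper states, and 20.4% and 30.2% in the CDS, none of them tested.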

Other observations

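Of the tests in this part, the splits of all 24 animals were chosen after the result was seen, and the splits of 6 animals before.

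Over all 24 animals, genotype was told by the intron of Htt alone, and by 0 regions in the exact test stratified by age and training, where Htt has the smallest p possible (1.25e-05). Beyond it, Wdr33, Rragd and Pcsk2 were called more often in KI, and Cntn4 in 1 of 12 KI and 8 of 12 WT animals, without passing the adjustment. Among Huntington-linked genes, drawn from the paper's tables of the naive mice, 1 region of 328 passed when adjusted over the list alone (Htt, adjusted p = 2.43e-04), and 0 in each of the other 21 lists. For training 0 regions passed in any list (Fisher's exact test, without regions called in more than 21 animals), and at most 6 had an unadjusted p under 0.05, in the glutamate receptors. For age, with Fisher's exact test, 0 of 35110 regions passed and 3440 had an unadjusted p under 0.05, of which 3111 were called more often at 8 months. With the same number of best peaks from each animal these were 1384 regions, 685 of them at 8 months. The regions closest to passing were the 3'UTR of Chd6 (2:160773587-160774458), called in 11 animals of 8 months and 0 of 5 months, and an intron of Accn1 (12 against 1), with an adjusted p of 0.169. Adjusted over the list alone, a region of Magi1 (adjusted p = 0.027), Grik4 (0.0471), Lct (0.0192), Cspg4 (0.0187) and Foxp1 (0.0458) was called more often at 8 months.

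Choroid plexus genes, whose tissue borders the hippocampus, held fewer peaks after training in KI mice of 5 months, 4 ± 1 of 10 genes against 6.33 ± 1.53 in naive mice (mean ± SD, n = 3), and 2.33 ± 0.577 in trained WT mice. At 8 months the means lay between 2.67 in trained KI and 4.67 in trained WT mice.

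When 24 animals were split without regard to their group, 1 of 100 splits, the real one, was as large as genotype (1 region, highest other 0). The splits ignore age and training and were chosen after the call of the Htt intron in the same animals. They therefore add no independent support for that call. For training and for age the real count was 0, so that 100 of 100 splits are as large whatever the animals, and these splits decide nothing. At an unadjusted p under 0.05 the highest other split gave 2409 regions and the median 382, against 629 for genotype (20 of 100 splits as large), 504 for training (30 of 100) and 3440 for age (1 of 100).

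For regions called in all animals of 1 group and in none of the other, 10 splits of 6 animals are too few for a share under 0.05. For KI against WT, naive mice gave 398 such regions in KI and 68 in WT at 5 months (highest other 1102; 4 of 10 splits as large) and 806 at 8 months (highest other 2444; 2 of 10). Trained mice gave 904 at 5 months (highest other 590; 1 of 10) and 407 at 8 months (highest other 999; 7 of 10). For trained against naive mice, WT gave 537 at 5 months (highest other 749; 2 of 10) and 423 at 8 months (highest other 873; 7 of 10). KI gave 378 at 5 months (highest other 804; 9 of 10) and 1035 at 8 months (highest other 2531; 2 of 10). Splits with several times the real number, as in naive KI mice of 8 months, point to a structure of the samples, and what it is was not tested.

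In the authors' deposited tables of KI against WT in trained mice of 5 months, a peak named Calm2 (7:17508543-17508919, log2 fold change -8.28) lies in Calm3 in the annotation used here.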
